# Clusters of Conserved Beta Cell Marker Genes for Assessment of Beta Cell Phenotype

**DOI:** 10.1371/journal.pone.0024134

**Published:** 2011-09-02

**Authors:** Geert A. Martens, Lei Jiang, Karine H. Hellemans, Geert Stangé, Harry Heimberg, Finn C. Nielsen, Olivier Sand, Jacques Van Helden, Frans K. Gorus, Daniel G. Pipeleers

## Abstract

**Background and Methodology:**

The aim of this study was to establish a gene expression blueprint of pancreatic beta cells conserved from rodents to humans and to evaluate its applicability to assess shifts in the beta cell differentiated state. Genome-wide mRNA expression profiles of isolated beta cells were compared to those of a large panel of other tissue and cell types, and transcripts with beta cell-abundant and -selective expression were identified. Iteration of this analysis in mouse, rat and human tissues generated a panel of conserved beta cell biomarkers. This panel was then used to compare isolated versus laser capture microdissected beta cells, monitor adaptations of the beta cell phenotype to fasting, and retrieve possible conserved transcriptional regulators.

**Principal Findings:**

A panel of 332 conserved beta cell biomarker genes was found to discriminate both isolated and laser capture microdissected beta cells from all other examined cell types. Of all conserved beta cell-markers, 15% were strongly beta cell-selective and functionally associated to hormone processing, 15% were shared with neuronal cells and associated to regulated synaptic vesicle transport and 30% with immune plus gut mucosal tissues reflecting active protein synthesis. Fasting specifically down-regulated the latter cluster, but preserved the neuronal and strongly beta cell-selective traits, indicating preserved differentiated state. Analysis of consensus binding site enrichment indicated major roles of CREB/ATF and various nutrient- or redox-regulated transcription factors in maintenance of differentiated beta cell phenotype.

**Conclusions:**

Conserved beta cell marker genes contain major gene clusters defined by their beta cell selectivity or by their additional abundance in either neural cells or in immune plus gut mucosal cells. This panel can be used as a template to identify changes in the differentiated state of beta cells.

## Introduction

In this study we tried to establish a blueprint of the pancreatic beta cell transcriptome conserved from rodents to humans. Identification of novel beta cell-selective biomarkers can have several (pre)clinical applications. Beta cell-selectively expressed genes are likely important for beta cell survival and specialized functions and could yield novel targets for drugs that regulate glucose-sensing and insulin synthetic capacity of the beta cell. They could also serve as candidate biomarkers for diagnostic purposes, e.g. beta cell surface proteins for in vivo imaging of beta cell mass, or to find targets for assays that detect beta cell biomarkers that are specifically discharged from dying beta cells in analogy to GAD65 [1]. A comprehensive view on beta cell-selective biomarkers can also guide the preclinical development of novel types of transplantable beta cell grafts: to solve the current shortage in donor beta cells, studies are undertaken to generate functional beta cells through differentiation of stem cells or reprogramming of developmentally related cell types [2]. These lab-generated beta cell preparations need to be extensively evaluated in the preclinical phase, to ensure that their gene and protein expression profiles and functional properties closely resemble primary beta cells.

In the present study we used Affymetrix oligonucleotide arrays to record the transcriptome of freshly isolated highly FACS-purified rat beta cells (>90% insulin+), freshly isolated mouse islets and cultured human beta cells obtained from 10 donor organs and FACS-enriched to ±55% insulin-positivity. In each species we compared these to a large panel of mRNA profiles of other primary tissues or cell types, and selected transcripts with relatively abundant expression in the beta cell preparations. To filter out inevitable experimental noise associated with each of these comparisons, we focused only on marker genes that had a beta cell-selective and – abundant expression in the three model species. Notwithstanding the fact that there are proven differences in beta cell function and gene expression between rodents and man, our focus on evolutionary conserved features serves as additional argument for likely biological significance of identified beta cell biomarkers.

In a second part of the study, the experimental usefulness of the resulting conserved beta cell marker genes was evaluated. First, the panel was used to compare beta cell preparations obtained by cell isolation or in situ laser capture microdissection. Second, the panel was used to examine how beta cell differentiated states is dynamically regulated by fasting. Third, two different bioinformatics algorithms were used to identify likely conserved transcriptional regulators in the conserved beta cell biomarkers. Finally, we confirmed beta cell-selective expression of the corresponding proteins using quantitative LC-MS/MS analysis of unfractionated beta cell proteomes and immunohistochemistry on pancreatic sections. Protein phosphatase 1, regulatory (inhibitor) subunit 1A (PPP1RIA) came out as a novel beta cell marker with high molar protein abundance and beta cell-restricted expression in the pancreas.

## Results

### Selection of conserved beta cell marker genes

In each of the three examined species, we selected a set of 2500 transcripts with higher expression in beta cells than in other tissues (from 20% to 100-fold higher). Intersects were sought with common annotated genes (Fig. 1) and only transcripts with conserved relative beta cell abundance were further analyzed. This restriction lowers comprehensiveness (sensitivity), but increases robustness (specificity) of the resulting 395 candidate beta cell marker transcripts, which represent 16% (mouse) to 31% (human) of initial input genes. We then removed transcripts that can be attributed to the pancreatic non-beta cell types that contaminate beta cell preparations. We used mRNA profiles of FACS-purified rat islet endocrine non-beta cells to remove 46 transcripts that are at least 1.5-fold higher in alpha than in beta cells (p<0.05, n = 3, e.g. hormone-coding genes *GLUC*, *PPY* and *SST*). The human data sets enabled removal of transcripts typical for exocrine duct (n = 5) or acinar (n = 12) cells. As shown in Fig. S1, the contamination by exocrine-associated genes is much lower in FACS-purified human beta cells than in the whole islet-preparations. The resulting panel of 332 genes with conserved beta cell-abundant expression (Table S1, further referred to as beta cell marker genes) is represented by 419, 499 or 503 probe sets on the rat, mouse and human arrays respectively.

**Figure 1:**
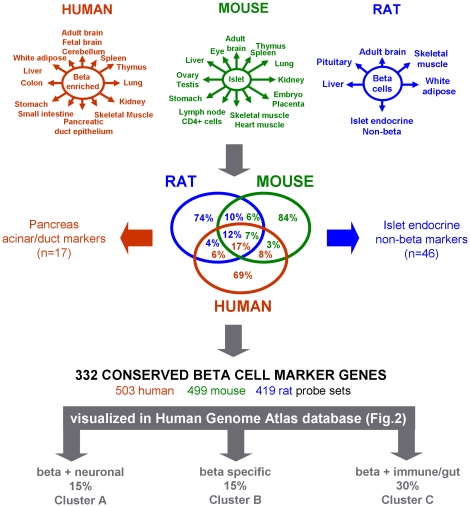
Selection algorithm of conserved beta cell marker genes. Beta cell preparations were compared to the indicated tissues in mouse, rat and human and genes with conserved beta cell-abundant expression selected (Venn diagram intersect). The rat data set was used to discard 46 islet endocrine non-beta cell (mainly alpha cell) markers; the human data set enabled curation of 17 pancreatic exocrine (acinar and duct) markers. Final set of conserved beta cell marker genes consists of 332 genes, represented by 419 (rat), 499 (mouse) or 503 (human) oligonucleotide probe sets.

### Distribution of conserved beta cell marker genes over three clusters with different tissue selectivity

The 332 beta cell marker genes were visualized for their natural tissue tropism in the context of the Human Gene Atlas [3], a public repository of mRNA expression profiles of human organs or cell types. Beta cell-selectivity was independently confirmed for most markers (Figure 2). The hierarchical cluster graph highlights that most beta cell marker genes are also actively transcribed in other cell or tissue types and few genes can be called beta cell-specific. Combined however, our beta cell marker gene list clearly discriminates beta cells from all other examined cell types: this is graphically illustrated by the cluster tree in Figure 2 and its associated principle component analysis (Fig. S2). In terms of their overall tissue-selectivity, at least 60% of beta cell marker genes fall into three main clusters; i.e. a neuroendocrine cluster (cluster A), a beta cell cluster (cluster B) and a immune/gut enriched cluster (cluster C) (Fig. 2).

**Figure 2:**
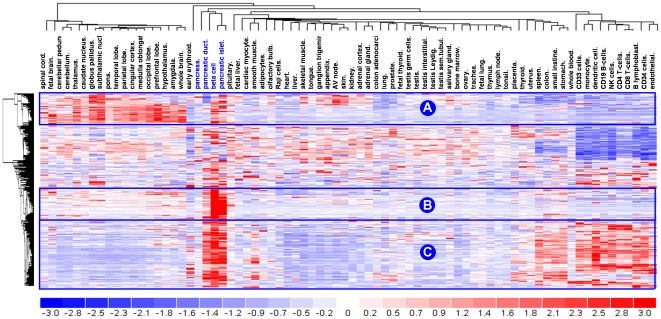
Shared gene clusters between beta cells, neuronal cells and immune cells. The 503 human probe sets corresponding to the 332 conserved beta cell marker genes are visualized by hierarchical clustering in the Human Genome Atlas data set [3]. At least 15% of beta cell marker genes show near absolute beta cell selectivity (beta cell selective **cluster B**). Beta cells also share an equally extensive cluster (15%) with various brain regions (neuroendocrine **cluster A**), and an even larger cluster (30%) with immune and gut mucosal cells (gut/immunological **cluster C**). Statistical enrichment analysis indicates that these clusters accentuate different functions proper to the specialized beta cell phenotype. Blue to red correspond low to high relative expression, as shown in legend (bottom). Relevant genes of clusters A, B and C are shown in Fig. 3.

### Beta cell marker genes with high degree of beta cell-selectivity

At least 15% of conserved beta marker genes (n = 48) show near absolute beta cell-selectivity (beta cell selective cluster B in Fig. 2, exemplary genes shown in Fig. 3 and Fig. S4). This cluster contains established beta cell markers such as hormones (*INS2 IAPP*) and hormone processing enzymes (*PCSK1, CPE*), transcription factors (*NKX2-2, INSM1*), metabolic enzymes (*HADH, G6PC2, PFKFB2*) and secretogranin proteins. It also reveals novel beta cell markers such as putative tumor suppressor *ST18*, phosphatase regulator *PPP1R1A*, ketone body-metabolizing enzyme *AACS* and several RAB/RAS GTPase-associated proteins (*RRAGD, RAB2A, GARNL4*)., mRNA expression of these markers is 10 to 15-fold higher in beta cells than in other tissues. The cluster is statistically enriched (p<0.001) in ontologies of *hormone processing*, *protein folding* and *secretory granules* (Fig. S4).

**Figure 3:**
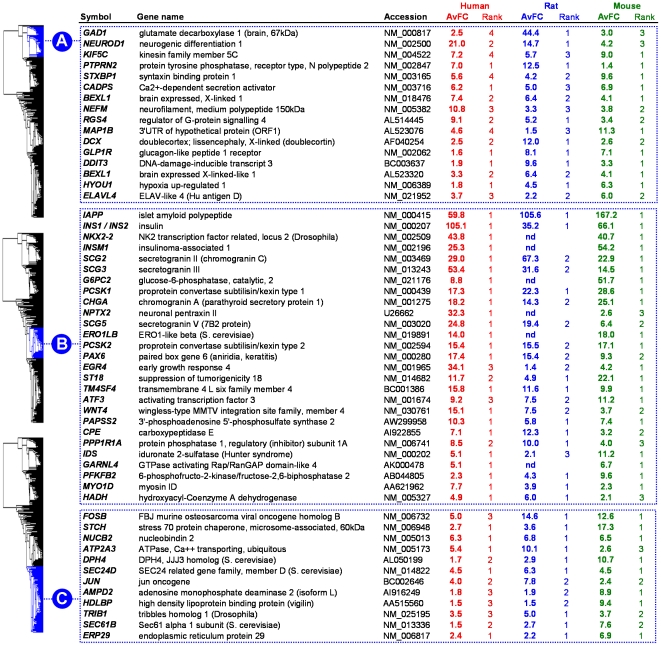
Examples of beta cell marker genes belonging to neuroendocrine cluster A, beta cell selective cluster B and beta-immune cluster C. Average fold change (AvFC) indicates the relative abundance of a given mRNA in the beta cell as compared to the other tested tissues in that species, while lower rank value reflects higher beta cell selectivity (see methods). From each tissue-tropic cluster (A, B, C from Fig. 2), beta cell marker genes with, calculated for the 3 species, an averaged avFC score ≥4, are shown. Relative beta cell abundance (and selectivity) decreases from cluster B over cluster A to cluster C, and consequently this is reflected in number of retained exemplary genes.

### Beta cell marker genes sharing selectivity with neuronal cells

At least 15% of beta cell marker genes (n = 47) are also abundant in various brain regions (cluster A in Fig. 2, exemplary genes shown in upper panel Fig. 3). Some have been previously reported as beta cell markers (e.g. *PTPRN2* alias IA-2β, *DDIT3* and *GLP1R*); others were so far considered as brain-selective. This cluster is enriched (p<0.001) in ontologies such as *synaptic vesicle*, *neurotransmitter transport* and *nervous system development*. Examples of genes involved in neuronal development or migration are *NEUROD, ROBO1*, *DCX* and *PAFAH1B1*. Genes belonging to this beta-cell cluster were found to be particularly transcribed in the dopaminergic neurons of the globus pallidus (GP) and the glutaminergic/GABAergic neurons of the subthalamic nucleus (STN) (Fig. S3). An exemplary marker is dopa decarboxylase (*DCC*), rate-limiting enzyme for biogenic amine synthesis, of which the mRNA is 20-fold more abundant in beta cells than in whole brain (Table 1).

**Table 1:** qPCR analysis of beta cell marker genes in rat tissues.

Table 1	Beta		Alpha		Pancreas		Brain		Duod.		Liver		WAT		Muscle		WBC	
Gene	GEO	SD	GEO	SD	GEO	SD	GEO	SD	GEO	SD	GEO	SD	GEO	SD	GEO	SD	GEO	SD
***INS2***	**20576**	914	**413**	63	**636**	26	**0.0**	0.0	**0.2**	0.0	**nd**		**nd**		**nd**		**nd**	
***IAPP***	**999**	56	**134**	25	**56.8**	4	**nd**		**nd**		**nd**		**nd**		**nd**		**nd**	
***SLC2A2***	**143.7**	8.5	**11.1**	1.7	**nd**		**0.0**	0.0	**5.0**	0.1	**1.8**	0.1	**nd**		**nd**		**nd**	
***PTPRN***	**137.1**	8.7	**98.0**	18.2	**4.5**	0.2	**18.2**	3.0	**0.0**	0.0	**0.0**	0.0	**0.1**	0.1	**0.4**	0.1	**0.0**	0.0
***CPE***	**133.1**	5.3	**46.4**	6.4	**12.6**	1.1	**27.2**	1.1	**0.9**	0.0	**nd**		**nd**		**5.9**	1.3	**0.0**	0.0
***PCSK1***	**26.1**	1.2	**8.1**	5.1	**nd**		**0.3**	0.0	**0.1**	0.0	**nd**		**nd**		**nd**		**0.1**	0.1
***SCG5***	**22.8**	0.9	**25.4**	5.9	**2.5**	0.2	**5.6**	0.1	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***PPP1R1A***	**17.9**	0.6	**1.3**	0.5	**2.0**	0.1	**1.9**	0.2	**0.0**	0.0	**nd**		**nd**		**12.0**	4.5	**nd**	
***DCX***	**14.6**	0.4	**2.4**	0.3	**0.4**	0.1	**0.7**	0.1	**0.0**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**	
***HYOU1***	**9.2**	0.2	**1.3**	0.6	**6.3**	0.1	**0.7**	0.0	**0.3**	0.0	**5.1**	0.2	**8.5**	13.7	**2.6**	0.3	**2.1**	1.7
***FOSB***	**8.4**	1.4	**3.3**	1.4	**nd**		**0.3**	0.1	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***DDC***	**7.1**	0.6	**2.5**	0.6	**1.5**	0.1	**0.3**	0.0	**2.4**	0.2	**1.5**	0.1	**nd**		**0.1**	0.0	**0.0**	0.0
***PDX1***	**5.8**	0.5	**0.5**	0.2	**2.0**	0.2	**nd**		**0.0**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**	
***HADHSC***	**4.8**	0.2	**0.6**	0.1	**1.1**	0.1	**0.1**	0.0	**0.7**	0.0	**0.8**	0.0	**0.2**	0.2	**1.0**	0.1	**0.1**	0.1
***WNT4***	**3.7**	0.1	**1.0**	0.8	**0.4**	0.0	**0.1**	0.0	**0.0**	0.0	**0.1**	0.0	**1.2**	1.2	**5.1**	0.8	**0.0**	0.0
***SCG2***	**3.6**	0.2	**1.7**	1.1	**0.2**	0.0	**0.2**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***ST18***	**3.5**	0.2	**nd**		**nd**		**0.0**	0.0	**nd**		**nd**		**nd**		**nd**		**nd**	
***SYTL4***	**3.3**	0.1	**0.9**	0.6	**0.3**	0.0	**0.0**	0.0	**0.0**	0.0	**0.0**	0.0	**0.3**	0.3	**0.1**	0.0	**0.0**	0.0
***ARMET***	**3.0**	0.1	**0.4**	0.3	**3.0**	0.4	**0.2**	0.0	**0.3**	0.0	**0.5**	0.0	**nd**		**0.3**	0.0	**0.2**	0.1
***GPSM1***	**2.5**	0.1	**0.5**	0.1	**0.1**	0.0	**0.4**	0.0	**0.0**	0.0	**0.0**	0.0	**0.2**	0.2	**0.1**	0.0	**0.1**	0.1
***GAD2***	**2.1**	0.2	**0.0**	0.0	**0.1**	0.0	**5.3**	0.1	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***NNAT***	**1.0**	0.0	**0.5**	0.2	**0.1**	0.0	**5.5**	0.4	**0.0**	0.0	**0.0**	0.0	**0.0**	0.0	**0.4**	0.1	**nd**	
***NEUROD1***	**0.7**	0.0	**0.0**	0.0	**0.1**	0.0	**0.0**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***GCK***	**0.6**	0.0	**0.8**	0.1	**0.1**	0.0	**0.0**	0.0	**0.0**	0.0	**0.2**	0.0	**nd**		**nd**		**nd**	
***NPY***	**0.6**	0.0	**0.0**	0.0	**nd**		**0.9**	0.1	**0.0**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**	
***DDIT3***	**0.5**	0.0	**0.4**	0.1	**0.1**	0.0	**0.1**	0.0	**0.1**	0.0	**0.0**	0.0	**nd**		**0.2**	0.1	**0.2**	0.1
***NKX2-2***	**0.2**	0.0	**nd**		**0.1**	0.0	**0.0**	0.0	**0.0**	0.0	**nd**		**nd**		**nd**		**nd**	
***GCG***	**46**	1.5	**2711**	601	**170**	6.6	**0.0**	0.0	**0.4**	0.0	**nd**		**nd**		**0.1**	0.0	**nd**	
***CTRB1***	**341**	17.0	**304**	48	**30043**	1145	**0.0**	0.0	**2.3**	0.0	**0.0**	0.0	**nd**		**nd**		**0.1**	0.1

mRNA expression levels are expressed as geometric mean (GEO) ± SD (n = 3) of indicated markers normalized to 4 reference genes (*BACT, UBC, PPIA, PSMC5*). Marker genes are sorted by decreasing order of their mRNA abundance in beta cells. Duod., duodenum; WAT, white adipose tissue (abdominal); WBC, white blood cells.

### Beta cell marker genes sharing selectivity with immune and gut mucosa cells

Roughly 30% (n = 99) of beta cell marker genes appear also actively transcribed in immune cells, and to a lesser extent in cells of the gut mucosa (cluster C in Fig. 2, examples in Fig. 3). Functionally these genes are enriched (p<0.001) in pathways such as *response to stress*, *small GTPase*, *protein folding* and *endoplasmic reticulum*, reflecting a role of many of these marker genes in the synthesis and proper folding of secretory proteins in the endoplasmic reticulum and Golgi. Compared to the other two clusters, it shows a more moderate beta cell-selectivity with only a 2 to 3-fold higher expression in beta cells than in other tissues.

### Quantitative real-time PCR confirmation of novel beta cell markers

Beta cell selectivity of 27 marker genes – positive controls as well as novel candidate markers from the three clusters – was verified by qPCR in the rat model (Table 1). Use of geometric normalization of marker mRNAs to 4 validated reference genes [4] allows reliable quantification of mRNA abundances both within and between different cell types. The selected beta cell marker genes show large variations in their mRNA levels, with the most abundant mRNAs *INS2* and *IAPP* respectively 10^5^ and 5×10^3^ more abundant than the least abundant one, that of transcription factor *NKX2.2*. Of note, none of the genes with the exception of *IAPP* shows a truly beta cell-selective expression, since low hybridization signals were detected in other tissues, notably brain and gut. The strongest novel markers are *ST18* – with undetectable expression in all other cell types except brain - and *DCX*, *PPP1R1A* and *FOSB* – which are detected in other tissues but at much lower levels than in beta cells. Other markers show abundant expression in islet endocrine cells with weak or no selectivity towards either beta or alpha cell lineage, such as *GCK*, *PTPRN* (IA2) and *SCG5*.

### Conserved beta cell markers obtained by analysis of isolated beta cells also mark beta cells obtained by laser capture microdissection

The panel of conserved beta cell markers was obtained by study of isolated beta cell preparations. Cell isolation entails hypoxia, mechanical stress, disruption of intercellular and cell-to-matrix interactions and possibly contamination by exocrine pancreatic cells. Since associated biases on gene expression are reportedly less pronounced in beta cells obtained by laser capture microdissection (LCM) [5], we compared mRNA profiles of cultured human beta cells to published [5] profiles of freshly isolated islets and laser capture microdissected (LCM)-beta cells. First we quantified exocrine contamination. LCM-beta cells indeed showed 7-fold lower mRNA expression of 13 acinar markers (p<0.05 for 9/13, n = 3) than freshly isolated islets but they expressed on the average 13-fold higher levels (p<0.05 for 3/13, range −2.8 to 73-fold) than cultured beta cells (Fig. 4a).

**Figure 4:**
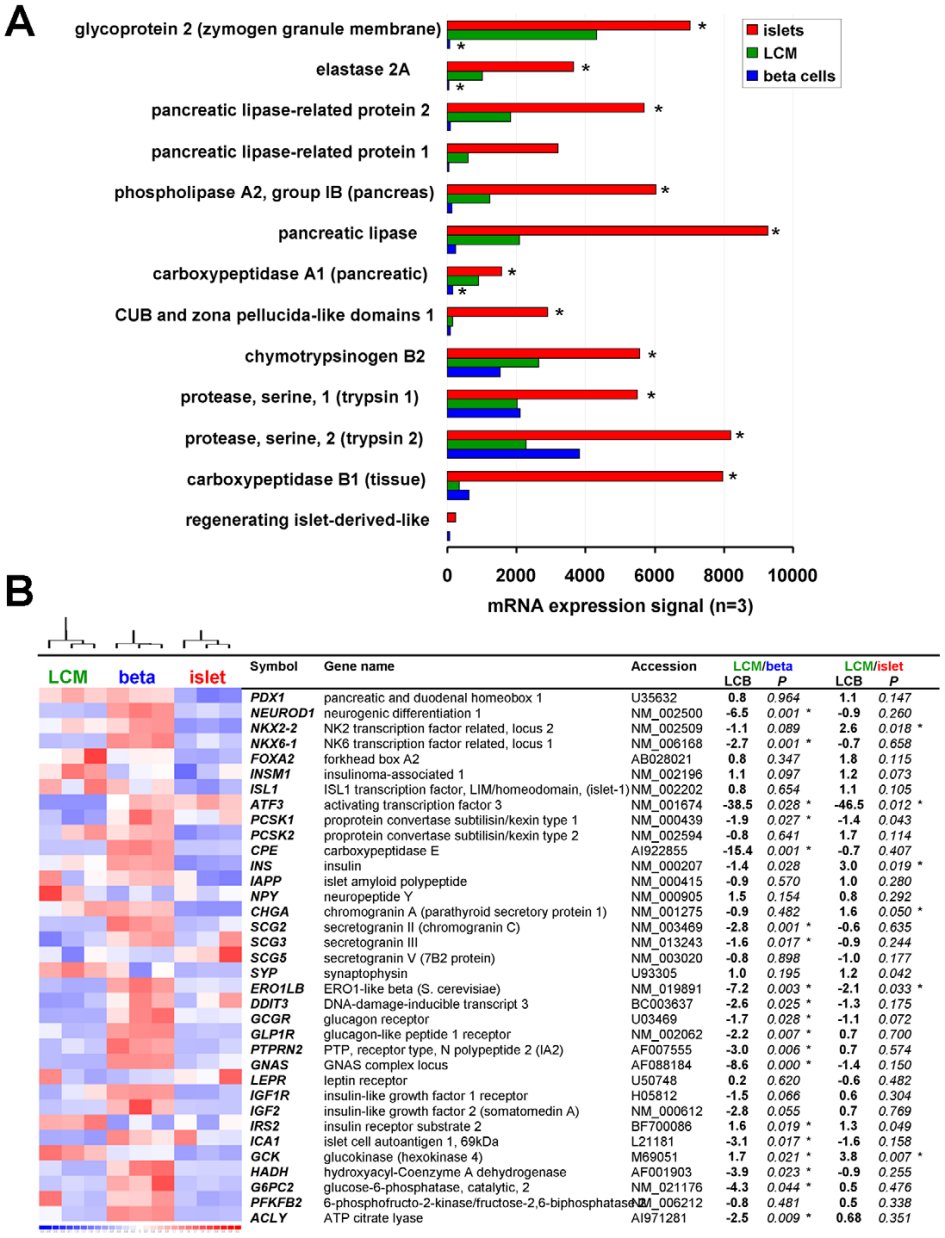
Conserved beta cell marker genes in isolated versus laser capture microdissected human beta cells. Panel A shows mRNA expression signal on HG133A chip of 13 established pancreatic exocrine (acinar) genes, in freshly isolated human islets (islets, red bars, n = 3), laser capture microdissected beta cells (LCM, green bars, n = 3) and 2–3 w cultured beta cells that were subsequently FACS-enriched (beta cells, blue bars, n = 3). * p<0.05 versus LCM. Panel B shows relative mRNA levels established beta cell-specific genes in cultured beta (blue), fresh islets (red) and LCM-beta cells (green). Table shows fold change (LCB, lower confidence bound) and P values of versus LCM-beta.

Next we looked at signs of isolation-associated cell stress and found no statistical enrichment in cultured beta cells of clusters involved in HIF alpha signaling, TNF signaling or MAPK/ERK signaling as reported for freshly isolated islets [5]. Cultured beta cells did show however a significant (p<0.001) activation of genes involved in *unfolded protein binding*, but this was accompanied by significant (p<0.001) up-regulation of clusters with role in *mRNA splicing in the spliceosome*, *ribosomal subunits*, *translation initiation*, *protein transport*, *ER to Golgi transport* and *vesicle-mediated secretion* (Table S2), reflecting concerted activation of the protein synthetic machinery rather than unfolded protein response due to cell stress. This associated with higher expression of genes coding for mitochondrial metabolic enzymes (Table S2).

Third, we compared isolated and LCM-beta cells for mRNA level of classical beta cell marker genes and observed that most established beta cell markers were more abundantly expressed in cultured beta cells, with mRNAs of *NEUROD1*, *NKX6.1*, *PCSK1*, *HADH*, *G6PC2* and *GLP1R* 1.5 to 4-fold up (*p<0.05*, Fig. 4B). For *ATF3* differences were more dramatic, with ±40-fold (p<0.03) higher levels both in isolated islets and beta cells.

Finally, when compared to other human tissues, our panel of conserved beta cell marker genes proved also abundantly expressed in LCM beta cells (not shown), and consequently this gene panel could equally well discern LCM and cultured beta cells from all other tissue types, as shown in PCA graph in Fig. S2.

### Use of conserved beta cell marker genes to identify transcription factors important for maintenance of beta cell differentiated state

Next we used the conserved biomarkers to identify corresponding conserved transcriptional regulators. Two complementary algorithms were used for identification of statistically overrepresented transcription factor binding sites. First, the DiRE algorithm [6] was used to scan for cis-regulatory motifs in conserved promoter regions. This analysis was run on the full panel of beta cell marker genes as well as on the three main clusters in terms of tissue-tropism (Table S3). In a fully complementary strategy, candidate promoter regions were searched for conserved enrichment using a matrix-scan approach [7] (Table S4, Fig. 5). Motifs identified by both strategies (Fig. 5, Venn diagram intersect) include members of the Creb/Atf (Creb, Atf6, Atf3), Pax (Pax4 or Pax6) and Fox families, established beta cell transcription factors Nkx2-2 and Pdx1 and several transcriptional regulators with likely role in nutrient-redox regulated gene expression: upstream factors (Usf), Arnt/HIF, yingyang 1 (YY1), Xbp1, Oct1, Nfat and Stra13. Other overrepresented binding sites are those for transcription factors mostly studied in relation to blood (Tal1, Meis, Hoxa9, Gfi1b) or muscle (Myogenin, Tbx5, Rfx1, Mrf2) homeostasis. Of these, Atf3, Pdx1 and Nkx2.2 are also beta cell-abundant at the mRNA level. This is also the case for Foxa2, Nkx6.1, MyoD1, c-Jun and FosB, which are only identified by the DiRE algorithm.

**Figure 5:**
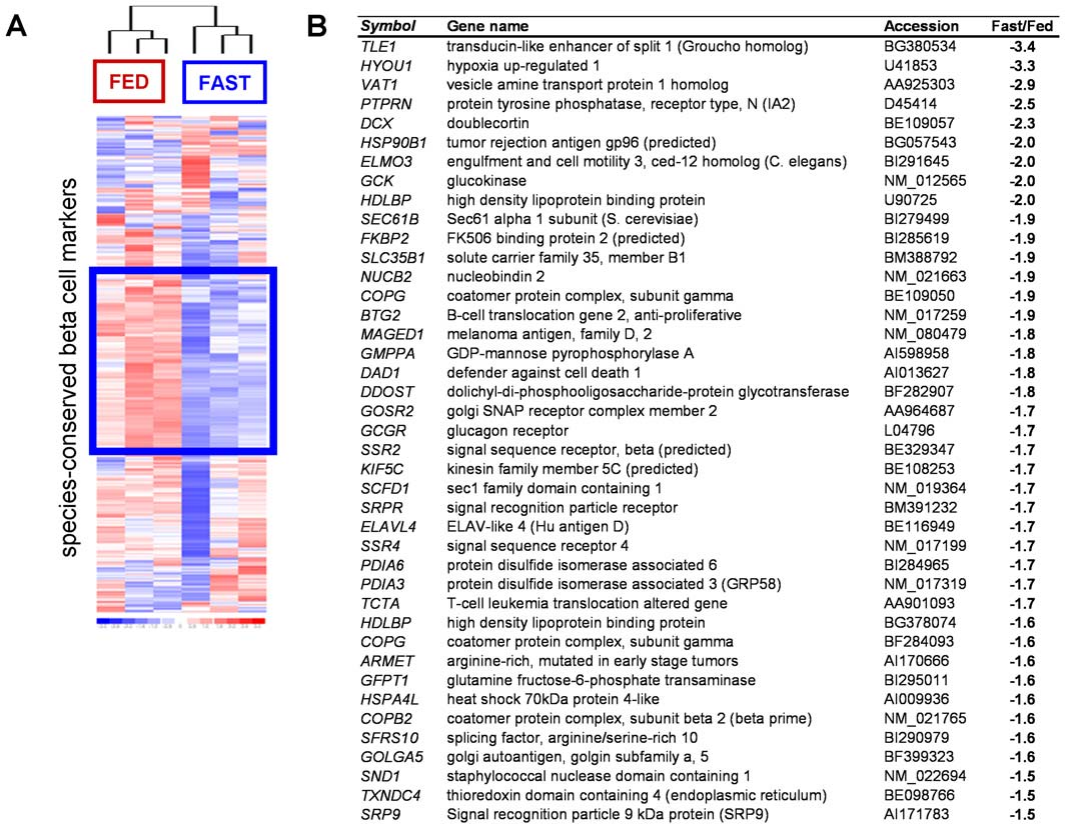
In rat beta cells fasting down-regulates cluster C genes with role in ER function and protein processing. Heat map in Fig. 5A shows the complete set of species-conserved beta cell markers, visualized in FACS-purified beta cells freshly isolated from control (FED) and 24-h fasted (FAST) rats; one third is reproducibly ≥1.25-times down-regulated (blue window) most of which statistically significantly (21% of all beta markers, p<0.05, n = 3). Table in panel B shows the 42 beta markers that are at least 1.5-fold down-regulated (p<0.05) by fasting: 50% of the fasting-suppressed beta cell marker genes belong to cluster C, also functionally enriched in pathways of protein folding and processing through ER/Golgi.

### Use of conserved beta cell marker genes to evaluate effect of fasting on beta cell differentiated state and functional phenotype

Short periods of fasting are thought to mediate the beta cells' competence for insulin synthesis and secretion [8]. 

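Rat beta cells were purified by fluorescence-activated cell sorting (FACS) from 10-week-old rats that were fed freely or fasted for 24 h. There were 3 isolates per group, each from a pool of 5 rats, and each isolate was hybridized on 1 array. The RNA of the isolates was extracted together, so that no extraction batch separates the groups. The authors computed model-based expression values with dChip, after normalization to the array with median intensity and with the mismatch signal as background, and deposited them as linear intensities of probe sets (groups of short probes against 1 transcript). Besides 57 control probe sets the table holds 31042, which were tested. Values below the 10th percentile of all values, 3.27, were raised to it and log2 values were compared between the groups with limma's moderated test, with the intensity trend, two-sided. A change is given as the log2 ratio of fasted over fed. The thresholds of the paper, a fold of at least 1.5 and an unadjusted p under 0.05, were applied to the limma fit, and p adjusted by the Benjamini-Hochberg method is given beside them. The number of arrays limits the precision, since with 3 against 3 the smallest p of an exact permutation test is 0.10. Median intensity was 21.1, 21.8 and 20.2 on the arrays of fed rats and 17.1, 17.8 and 21 on those of fasted rats, so the signal of fasted replicates 1 and 2 stayed lower after the authors' normalization. Over all probe sets the median log2 change was -0.20. It was -0.02 after quantile normalization and 0.01 after scaling each array to its 75th percentile. For some gene groups the change is therefore also given relative to the median of all genes. A gene was represented by its brightest probe set, or by the probe set of Table S1 for the marker genes of the paper. In counts of marker genes, a gene was lower if any of its Table S1 probe sets passed.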

We examined whether it influenced their typical mRNA expression. 

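Transcripts of secretory protein handling and of other functions were lower in beta cells of fasted rats. FKBP11, a peptidyl-prolyl isomerase of the ER, had an intensity of 663 ± 83.6 (SD, n = 3) in fed and 231 ± 10.2 (SD, n = 3) in fasted rats. SDF2L1, an ER chaperone cofactor, went from 1109 ± 248 to 364 ± 40.6 (SD, n = 3 each). The translation initiation factor EIF4G1 measured 307 ± 28.8 and 154 ± 9.84 (SD, n = 3 each) on its brightest probe set. With the mean of all its probe sets, the log2 change of EIF4G1 was -0.66 and missed the threshold of p (unadjusted p = 0.0509 from limma). Among the larger falls were also FYB1, an adaptor protein of immune cells, with a log2 change of -2.23, and SNRPA, a protein of the U1 splicing particle, with -2.16. Among the larger rises was that of LYRM9, a protein with an LYR motif, from 14.6 ± 3.9 to 77.3 ± 6.1 (SD, n = 3 each). In total 2616 probe sets were lower and 737 higher after fasting at a fold of at least 1.5 and an unadjusted p under 0.05 in limma, which is 10.8% of those tested, 78% of them lower. None passed an adjusted p under 0.05 in limma or in a comparison of the linear group means with unequal variances. The smallest adjusted p from limma was 0.155. Other limma fits passed some at an adjusted p under 0.05, 80 lower and 8 higher with robust variance, 75 and 8 with a pseudocount in place of the floor and 113 and 11 with dim probe sets left out. In the fit as described 4622 probe sets had an unadjusted p under 0.05, 3612 lower and 1010 higher. The split depended on the scaling of the arrays, with 1495 lower and 1263 higher (54.2% lower) after quantile normalization and 1326 lower and 1426 higher (48.2% lower) after scaling to the 75th percentile, and without fasted replicate 3 the counts were 5562 lower and 1536 higher. Without fed replicate 1 they were 1448 and 475, without fasted replicate 1 1690 and 540, and without fasted replicate 2 1706 and 629.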

After 24 h of fasting, a 1.5 fold change was detected in 1.5% of all assayed transcripts (p<0.05), with 95% of altered genes (430 of 452) being down-regulated (Fig. 6A). 

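Of the conserved beta cell markers, the copy of Table S1 used here held 353 of the paper's 419 rat probe sets and 278 of its 332 genes, and 350 probe sets of 276 genes were measured. The lower ones included the transcriptional corepressor TLE1, with 95.9 ± 12.5 in fed and 28.6 ± 14.7 in fasted rats (SD, n = 3 each), and the granule membrane protein PTPRN (IA-2), with 1406 ± 202 and 560 ± 116 (SD, n = 3 each). The ER chaperone HSP90B1 measured 2708 ± 384 and 1356 ± 353 (SD, n = 3 each). Neuropeptide Y (NPY) went the other way, with 187 ± 80.3 and 354 ± 105 (SD, n = 3 each), and its fed and fasted values overlapped. NPY missed the threshold of p when any of fed replicates 2 and 3 and fasted replicates 1 and 3 was left out (unadjusted p = 0.0595 to 0.0946 from limma), and with all arrays when linear means with unequal variances were compared (0.0985). At the thresholds of the paper 56 marker probe sets (16%) were lower and 2 were higher. Of all 31042 probe sets 2616 were lower, and 1968 of the 15520 brighter than the median when dim ones were left out. The median log2 change was -0.26 over the marker probe sets, -0.20 over all and -0.24 over the brighter ones. A larger fall of markers than of other probe sets of like brightness was not tested. At least 1.25-fold lower were 149 marker probe sets (42.6%), of which 99 (28.3% of all marker probe sets) had an unadjusted p under 0.05. After adjustment over the markers alone, 68 were lower and 3 higher at an adjusted p under 0.05 from limma, against 0 after adjustment over all probe sets. Of the 41 entries of Fig. 5B, which the study chose by their fall on these arrays and which are therefore not independent evidence, 39 passed both thresholds. TXNDC4 (log2 change -0.58) and SFRS10 (-0.58 on the probe set taken) missed 1.5-fold, and SFRS10 passed on its other probe set of the same accession (-0.63). The count of lower marker probe sets was 41 after quantile normalization, 26 after scaling to the 75th percentile and 90 without fasted replicate 3. After that scaling 85 were at least 1.25-fold lower, 57 of them with an unadjusted p under 0.05.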

Suppression was more marked for the beta cell marker genes of which 12% were 1.5-fold suppressed (42 transcripts, Fig. 6B). Of these 42 transcripts, 21 expressed genes of *endoplasmic reticulum (ER)*, *ER to Golgi transport*, *protein folding* and *secretory vesicle-mediated transport*, i.e. the pathways of protein synthesis and transport. These genes mostly belonged to cluster C which shared genes with immune and gut mucosa cells (Fig. 2). In contrast few changes occurred in the two other clusters: 4 genes down-regulated in the beta cell selective cluster, and only 1 in the cluster sharing selectivity with neural cells.

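Genes of the ER were lower together, in gene lists fixed before the data were examined. The paper had already reported a fall of such genes on these arrays. The lists hold genes that the study chose for that fall in Fig. 5B, such as HYOU1, SRPRA, SSR4, DAD1 and SCFD1. They are therefore not independent evidence. Of 31 ER chaperones and folding enzymes, 16 were lower at the thresholds of the paper, 0 were higher and 15 did not pass. The median log2 change of this list was -0.62, or -0.43 relative to all genes. The calcium-binding chaperone CALR measured 2074 ± 154 in fed and 1347 ± 23 in fasted rats (SD, n = 3 each), and the chaperone HYOU1 1007 ± 144 and 448 ± 70.7 on the brighter of its probe sets (SD, n = 3 each). Of 32 genes of the ER translocon, the signal recognition particle and the oligosaccharyltransferase, which bring nascent proteins into the ER and glycosylate them, 15 were lower and 0 higher, with a median of -0.56. All 32 had a negative log2 change. Examples were SRPRA, a subunit of the receptor of the signal recognition particle, with a log2 change of -0.75 (standard error 0.09), SSR4 with -0.74 (standard error 0.09) and DAD1 with -0.80 (standard error 0.10), and each had an adjusted p of 0.155 from limma over all probe sets. Of 54 measured genes of ER to Golgi transport 20 were lower and 0 higher, with a median of -0.52. They included the coat proteins COPE (log2 change -0.80) and SEC23B (-0.82) and the fusion regulator SCFD1 (-0.76). Adjusted over the list alone, 21, 28 and 30 members of these lists were lower at an adjusted p under 0.05 from limma, and over all probe sets 0 were. Against all other genes, camera with a preset correlation of 0.01 gave adjusted p = 2.88e-12, 3.32e-17 and 1.37e-14 over 30 lists. These calls were lost with an estimated correlation between the genes (adjusted p = 0.487 for each). Fry, which asks whether the genes of a list move one way, gave adjusted p = 0.0337, 0.0264 and 0.0337. Fry does not set a list against other genes, so it cannot show a fall beyond the median of all genes, -0.19. It also passed the respiratory chain (median -0.18) and the hormone and granule list (median -0.13), with adjusted p = 0.0261 for each. Markers of acinar cells, which are rich in ER, had a median log2 change of -0.08, with intensities of the brightest close to the highest value on the arrays. Of the 26 acinar markers 20 had a negative log2 change, and their mean was -0.20. Cytosolic ribosomal proteins had a median of 0.10, with 0 of 42 past the thresholds. The paper assigns 21 of its 42 suppressed marker transcripts to the pathways of protein synthesis and transport. From the suppression of that marker cluster it proposes that such genes are induced by feeding.

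**Figure D1:**
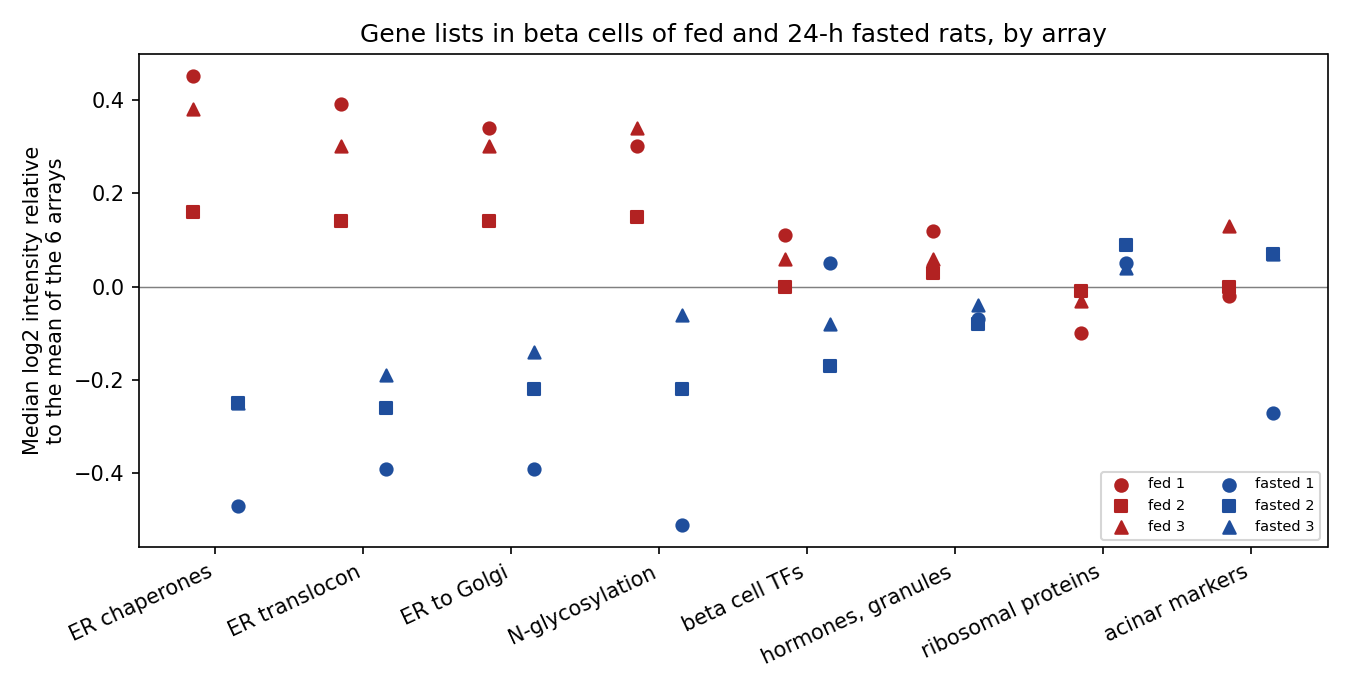
Median log2 intensity of 8 gene lists on each of the 6 arrays, relative to the mean of the arrays; circles, squares and triangles are replicates 1, 2 and 3, red fed and blue fasted. On ER chaperones the arrays of fed rats lie at 0.45, 0.16 and 0.38 and those of fasted rats at -0.47, -0.25 and -0.25; on acinar markers fasted replicate 1 lies at -0.27 and the other fasted arrays at 0.07.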

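Cluster C, which Table S1 gives as the gut and immune cluster, held 98 of the 276 marker genes measured. Of these 22 were lower at the thresholds of the paper on at least 1 probe set and 0 were higher. For SEC61B and POFUT2 the brightest probe set did not pass (log2 change -0.49 and -0.24), and 20 genes were lower when the brightest alone was counted. POFUT2 was named after its values had been seen. The cluster made up 44.9% of the 49 marker genes lower after fasting. PDIA6, a protein disulfide isomerase, measured 3019 ± 384 in fed and 1815 ± 41.3 in fasted rats (SD, n = 3 each), and NUCB2, the precursor of nesfatin, 2132 ± 195 and 1117 ± 190 (SD, n = 3 each). The splicing regulator TRA2B, listed under its older name SFRS10, had a log2 change of -0.63 on its brightest probe set (standard error 0.11, adjusted p = 0.167 from limma). The median log2 change over the 131 probe sets of cluster C was -0.31, or -0.11 relative to all probe sets, with quartiles of -0.59 and -0.09. The 93 genes without a cluster letter had the same median of -0.31, and 17 of them were lower, TLE1, VAT1 and PTPRN among them. The share of measured genes that were lower was 22.4% in cluster C, 19% in cluster A, 18.3% without a letter and 4.65% in cluster B. By this count cluster C lay close to cluster A and to the genes without a letter, and cluster B lay below them. No test between clusters was run. Table S1 was held in part, although the lettered clusters were nearly complete, with 43 of the paper's 47 genes of cluster A, 44 of 48 of B and 98 of 99 of C. The count in cluster C was 15 after quantile normalization and 7 after scaling to the 75th percentile, where the cluster made up 29.2% of the lower marker genes.

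**Figure D2:**
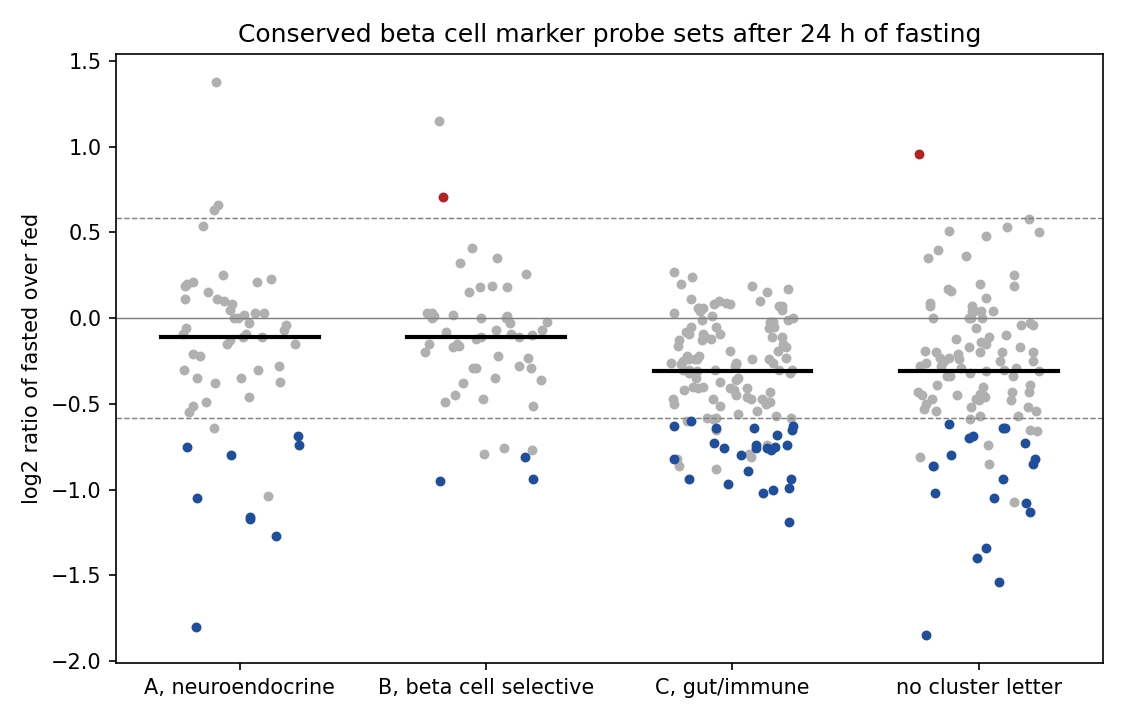
Log2 ratio of fasted over fed for the 350 marker probe sets, by the cluster letter of Table S1; blue and red points are lower and higher at a fold of at least 1.5 and an unadjusted p under 0.05, grey points did not pass, dashed lines mark 1.5-fold and bars the medians. The bars stand at -0.11 for clusters A and B and at -0.31 for cluster C and the genes without a letter.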

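Of 43 measured genes of cluster B, the beta cell selective cluster of Table S1, 2 were lower at the thresholds of the paper and 1 was higher. The solute carrier SLC35B1 measured 680 ± 68.2 in fed and 356 ± 74.8 in fasted rats (SD, n = 3 each), and the antiproliferative gene BTG2 1969 ± 193 and 1162 ± 393 (SD, n = 3 each). On this probe set BTG2 missed the threshold of p without fed replicate 2 (unadjusted p = 0.0567 from limma) and when linear means with unequal variances were compared (0.0515). With all arrays the other Table S1 probe set of BTG2 also passed both thresholds (log2 change -0.94, unadjusted p = 0.0062 from limma). The higher gene was EGR4, with 195 ± 15.3 and 339 ± 144 (SD, n = 3 each), which lay at the threshold. The log2 change of EGR4 was 0.71 (standard error 0.29, unadjusted p = 0.0495 and adjusted p = 0.335 from limma). Of 42 measured genes of cluster A, the neuroendocrine cluster, 8 were lower and 0 higher. Besides HYOU1 these were AP3B2, DCX, NEFM, KIF5C, LMAN1, ELAVL4 and EPB41L3, several of them genes of neurons. EPB41L3 passed on the dimmer of its probe sets, while the brighter measured 257 and 202 (log2 change -0.35) and did not. Doublecortin (DCX), a microtubule protein of young neurons, measured 622 ± 81.4 and 277 ± 18.6 (SD, n = 3 each), the kinesin KIF5C 471 ± 13.9 and 273 ± 45.7, and the RNA-binding protein ELAVL4 141 ± 25.4 and 84.6 ± 14.8 (SD, n = 3 each). The median log2 change was -0.11 in both clusters, which is 0.09 relative to all probe sets. AP3B2, NEFM, LMAN1, EPB41L3 and EGR4 were named after their values had been seen. The count in cluster A was 4 after scaling to the 75th percentile and 5 without fasted replicate 1 or without fed replicate 2. That in cluster B was 7 without fasted replicate 3, 6 with array weights and 5 with a pseudocount or with robust variance.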

**Figure 6:**
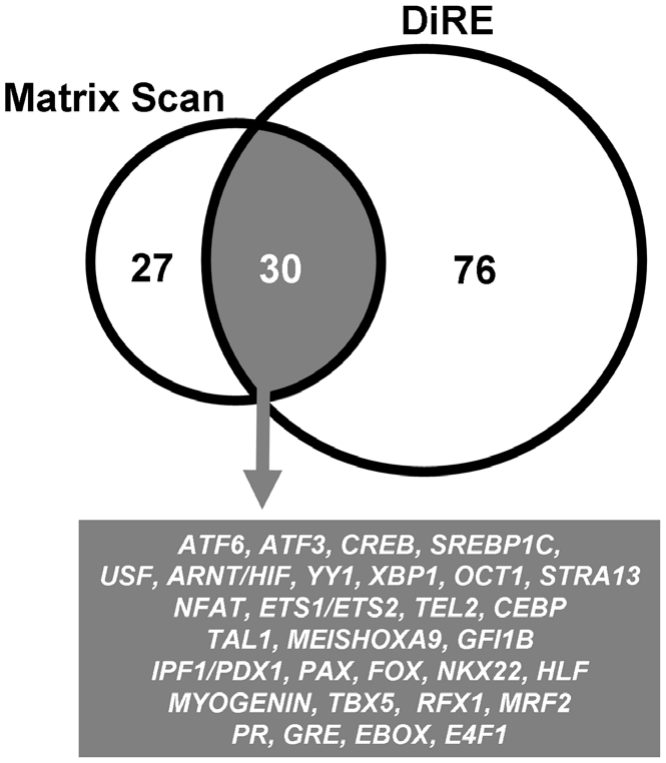
Transcription factor binding sites overrepresented in the conserved beta cell marker gene set. Using two complementary search algorithms (Matrix Scan and DiRE), upstream promoter regions were scanned for statistical enrichment of TRANSFAC-annotated transcription factor binding consensus sites. Venn diagrams indicate number of identified matrices by each program, and with 30 commonly identified matrices indicated in gray field. See Tables S3 and S4.

### Confirmation of conserved beta cell marker genes at the protein level

We previously reported a quantitative LC-MS proteome analysis of FACS-purified rat beta and alpha cells, in comparison to liver and brain tissues [9]. Analysis of unfractionated cell proteomes is biased towards the proteins with higher molar abundance: only 38 proteins coded by the set of 332 beta cell marker genes (11%) were detected (Table 2). Of these, 12 proteins (32%) were uniquely detected in the beta cells, at relatively high molar levels (13 to 105 times above the MS quantification limit). An additional 9 markers (24%) appeared islet-restricted. 17 (45%) proteins were also detected in liver and/or brain tissues but typically at lower abundances than in beta cells. Overall 74% of detected proteins indeed showed highest abundance in beta cells. Those that did not were typically shared by alpha and beta cells with a molar predilection for the alpha cell (e.g. the secretogranins 2, 3 and 5).

**Table 2:** Conserved beta cell marker genes identified in rat beta cells, alpha cells, liver and brain tissue using quantitative proteomics.

Accession	Symbol	Alpha	Beta	Brain	Liver	Protein full name	mRNA	protein	mRNA	protein
		relative molar abundance (fmolr)					AvFC	fold of LLQ	Rank	Rank
O35165	**Gosr2**	-	0.00527	-	-	Golgi SNAP receptor complex member 2	1.8	105	1	1
Q7M0E3	**Dstn**	-	0.00329	-	-	Destrin	2.8	66	1	1
O35142	**Copb2**	-	0.00223	-	-	Coatomer subunit beta	1.9	45	1	1
P19103	**Ppp1r1a**	-	0.00219	-	-	Protein phosphatase 1, regulatory (inhibitor) subunit 1A	10.0	44	1	1
P28840	**Pcsk1**	-	0.00195	-	-	proprotein convertase subtilisin/kexin type 1	22.3	39	1	1
P0C5H9	**Armet**	-	0.00168	-	-	Protein ARMET	3.5	34	1	1
Q6AYG5	**Echdc1**	-	0.00166	-	-	Enoyl CoA hydratase domain containing protein 1	1.7	33	2	1
P35571	**Gpd2**	-	0.00149	-	-	Glycerol 3 phosphate dehydrogenase mitochondrial	1.4	30	3	1
Q920J4	**Txnl1**	-	0.00120	-	-	Thioredoxin like protein 1	1.5	24	2	1
P12336	**Slc2a2**	-	0.00091	-	-	Solute carrier family 2 facilitated glucose transporter member 2	28.6	18	1	1
Q9R064	**Gorasp2**	-	0.00079	-	-	Golgi reassembly stacking protein 2	1.5	16	1	1
Q9ESI7	**Dcx**	-	0.00067	-	-	Neuronal migration protein doublecortin	12.0	13	1	1
Q9WVK7	**Hadh**	0.00162	0.01151	-	-	Hydroxyacyl coenzyme A dehydrogenase mitochondrial	6.0	230	1	1
P12969	**Iapp**	0.00252	0.00809	-	-	Islet amyloid polypeptide	105.6	162	1	1
P15087	**Cpe**	0.00809	0.00641	-	-	Carboxypeptidase E	12.3	128	1	2
P10362	**Scg2**	0.01099	0.00295	-	-	Secretogranin 2	67.3	59	2	2
P10354	**Chga**	0.00401	0.00254	-	-	Chromogranin A	14.3	51	2	2
P27682	**Scg5**	0.01081	0.00242	-	-	Neuroendocrine protein 7B2	19.4	48	2	2
Q4AEF8	**Copg**	0.00099	0.00228	-	-	Coatomer subunit gamma	2.1	46	1	1
P28841	**Pcsk2**	0.00901	0.00222	-	-	Neuroendocrine convertase 2	15.5	44	2	2
P47868	**Scg3**	0.00583	0.00104	-	-	Secretogranin 3	31.6	21	2	2
P61765	**Stxbp1**	-	0.00136	0.00420	-	Syntaxin binding protein 1	4.2	27	2	1
O35303	**Dnm1l**	-	0.00075	0.00089	-	Dynamin 1 like protein	1.4	15	3	2
O88600	**Hspa4**	0.00111	0.00169	0.00072	-	Heat shock 70 kDa protein 4	1.6	34	1	1
P61751	**Arf4**	0.00125	0.00106	0.00104	-	ADP ribosylation factor 4	2.0	21	1	2
Q62902	**Lman1**	-	0.00354	-	0.00227	Protein ERGIC 53	3.9	71	1	1
Q66HD0	**Hsp90b1**	0.00547	0.01348	-	0.00500	Endoplasmin	2.7	270	1	1
Q63081	**Pdia6**	0.00410	0.01173	-	0.00382	Protein disulfide isomerase A6	2.8	235	1	1
Q63617	**Hyou1**	0.00251	0.00836	-	0.00098	Hypoxia up regulated protein 1	4.5	167	1	1
Q9JI85	**Nucb2**	0.00155	0.00272	-	0.00057	Nucleobindin 2	6.8	54	1	1
Q66X93	**Snd1**	0.00090	0.00146	-	0.00148	Staphylococcal nuclease domain containing protein 1	2.1	29	1	2
P06761	**Hspa5**	0.00656	0.02272	0.00109	0.00913	78 kDa glucose regulated protein	2.9	454	1	1
P11598	**Pdia3**	0.00643	0.01311	0.00059	0.00631	Protein disulfide isomerase A3	2.7	262	1	1
Q6NYB7	**Rab1A**	0.00345	0.00347	0.00123	0.00129	Ras related protein Rab 1A	1.6	69	1	1
P18596	**Atp2a3**	0.00085	0.00307	0.00031	0.00051	Sarcoplasmic endoplasmic reticulum calcium ATPase 3	10.1	61	1	1
P05712	**Rab2a**	0.00221	0.00236	0.00127	0.00026	Ras related protein Rab 2A	1.4	47	1	1
P11507	**Atp2a2**	0.00109	0.00201	0.00131	0.00083	Sarcoplasmic endoplasmic reticulum calcium ATPase 2	2.4	40	2	1
Q63941	**Rab3b**	0.00186	0.00092	0.00050	<LLQ	Ras related protein Rab 3B	1.9	18	2	2
Lower Limit of Quantification (LLQ) = 0.00005										

Data represent relative molar amounts of proteins coded by beta cell marker genes that could be detected in label-free alternate-scanning LC-MS proteomics of unfractionated cells and tissues (mean of triplicate injections of 3 biological replicates, total CV%<20% [9]). For comparison avFC and rank of mRNA transcript (array) are compared to protein abundance (fold above lower limit of quantification, LLQ) and rank (see Methods and reference [9] for details).

Protein phosphatase 1, regulatory (inhibitor) subunit 1A (PPP1RIA) came out as a novel marker with high molar protein abundance specifically in beta cells. Molar Ppp1r1a abundance was similar to that of the established beta cell marker proprotein convertase subtilisin/kexin type 1 (*PCSK1*) and 30% of islet amyloid polypeptide (*IAPP*) abundance (Table 2). In situ analysis in rat pancreas confirmed a restricted expression in insulin+ cells with no protein detected in glucagon+ cells or surrounding exocrine tissue (Fig. 7 A–B). In situ analysis in human pancreas also confirmed beta cell-selective expression of protein tyrosine phosphatase, receptor type, N (*PTPRN*) alias IA2 (Fig. 7C). Both markers display an equal beta cell-selectivity as the beta-oxidation enzyme L-3-hydroxyacyl-CoA dehydrogenase (HADH), shown in human pancreatic sections in Fig. 7D.

**Figure 7:**
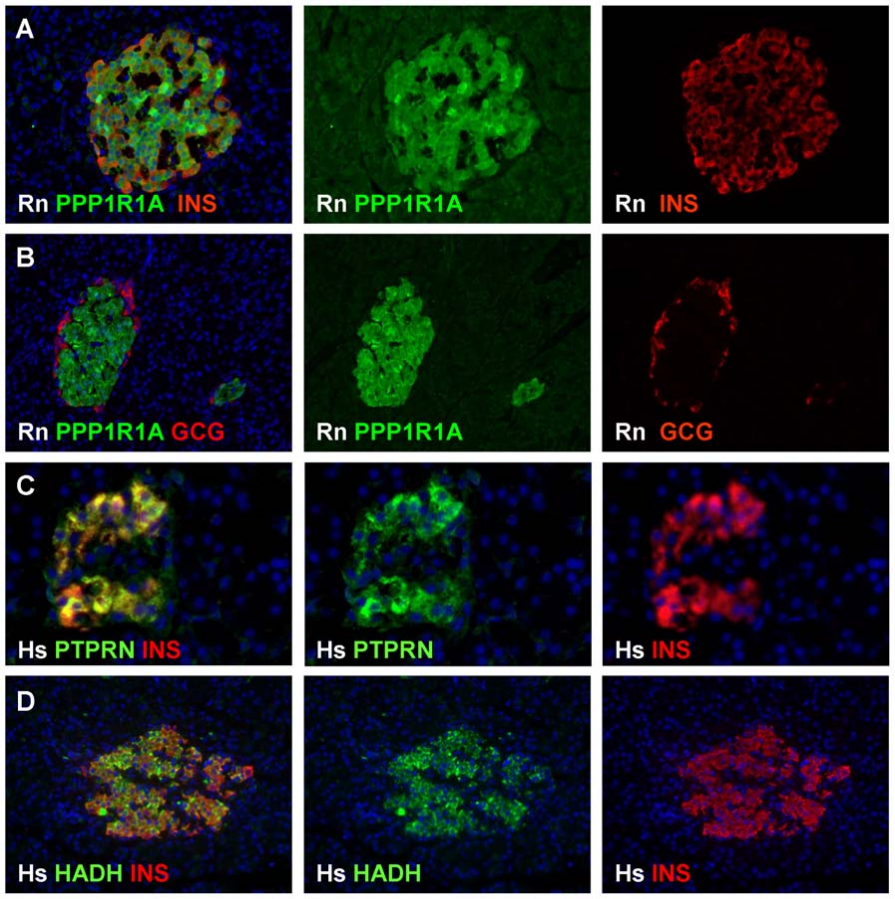
*In situ* analysis of beta cell-selective expression of PPP1R1A, PTPRN and HADH proteins. Panels A and B respectively show abundant expression of PPP1R1A protein in insulin+ cells and absence in glucagon+ cells in islets from 10 w old rats. Beta cell-selective expression of PTPRN and HADH proteins in human beta cells is illustrated in panels C and D respectively. All images are representative of at least 3 different organs with at least 3 sections analyzed per pancreas.

## Discussion

### Novelty of our beta cell biomarker selection approach

Previous studies have generated gene lists characteristic for mouse [10], rat [11]–[13] or human [5], [12]–[16] pancreatic islets, which represent a resource for novel beta cell biomarkers. Our study advances these efforts for three reasons.

*First*, rather than using a rigid score of mRNA expression as absent/present, a more permissive algorithm was used that highlights mRNAs with a higher averaged abundance in beta cells as compared to other tissues and cell types. It zooms in on genes that are apparently actively transcribed in beta cells without excluding genes that also have a high expression in other specialized cells. Indeed, virtually all beta cell markers showed a varying degree of cell type ‘tropism’ or ‘selectivity’ and can rarely be considered absolutely beta cell-specific.

*Second*, our combined data sets made it possible to control for ‘contaminating’ gene markers of other cell types present in pancreas. Though it is theoretically not excluded that the gene clusters shared with neuronal or immune/gut tissues arise partly from contamination with exocrine cells, neurons, endothelial or blood cells that are co-isolated along with the beta cells, this is unlikely for several reasons: *(i)* beta cell marker genes were selected for their higher expression in purified beta cell preparations – particularly in the rat with FACS-purifications >90% insulin-positivity – to whole, freshly frozen tissues. The latter are more likely to contain blood vessels and blood cells, and also nerve fibers and ganglia dispersed in the tissue parenchyma, since beta cell FACS-sorting according to cellular flavin adenine dinucleotide content not only discriminates islet beta cells from islet endocrine non-beta-cells but also from other cell types such as fibroblasts, leukocytes, and exocrine cells [17]. *(ii)* The human beta cells were FACS-isolated from endocrine aggregates after sustained (2–3 weeks) culture, a condition that does not well support survival of differentiated endothelial, blood and neuronal cells unless specific growth factors are supplemented. *(iii)* the gene clusters shared with neuroendocrine and immune/gut tissues essentially reflect the secretory and protein biosynthetic specializations, respectively, and these make sense in the context of the beta cell. *(iv)* The pancreatic acinar cell is considered as the cell type with the most specialized gene expression in the human body [18], so even moderate contaminations can have strong impact. Indeed, in one reported list of human islet-specific genes [12] more than half of the top-10 genes belonged to exocrine cells. The FACS-enrichment of human beta cells to ±55% insulin positivity needs improvement but is currently state-of-the-art. But even with <1% exocrine contamination as in the rat model, some impact by exocrine contamination on resulting beta cell marker gene list cannot be fully excluded. Therefore we used the comparison of whole pancreatic tissue to isolated beta cells in the human data to eliminate pancreatic exocrine marker genes, mainly of the acinar cell. Moreover, cultured human beta cells contained much less exocrine contamination than freshly isolated islets, but also clearly less than laser microdissected human beta cells.

*Third*, our focus only on genes that are beta cell abundant in rat, mouse and human filters out experimental noise due to variability coming from differences in beta cell isolation techniques and age differences (standardized adolescent 10-week old rodents versus 47±10 adult human beta cells). An added advantage is that the evolutionary conservation from rodents to man can be seen as an indirect index for biological significance.

Our approach also has downsides. Not all relevant regulators in beta cell physiology are conserved: examples are NADP-dependent malic enzyme (*ME1*) that is important for glucose-stimulated insulin secretion in rat and human but not mouse [19], or cyclin D2, beta cell-abundant in rodents but not humans [20]. Also, expected conserved markers were not identified because of technical limitations of the array platforms: e.g. *SLC30A8* [16] or *FXYD2* [13] were not retrieved since probes for these genes were not present on the oligonucleotide arrays.

### Limits to the concept of beta cell specificity: many shared traits with other cell types

As first validation, beta cell marker genes were examined for their natural tissue tropism, by visualization in the independent Human Gene Atlas data set [3]; this confirmed the power of our *combined* marker gene list to discriminate the beta cell from any other assayed tissue type. Yet at the level of *individual* marker genes, both microarray and qPCR findings underline the notion that few if any genes can be confidently called absolutely beta cell-specific. Hydrolysis probes-based qPCR detects insulin 2 mRNA also in brain and intestine albeit at respectively 3 and 5 orders of magnitude lower than in pancreas. This is not novel since insulin expression was previously observed in brain, thymus, liver and bone marrow [21]. *ST18* mRNA proved one of the most beta cell-selective transcripts but was also qPCR-detected in brain, and was previously observed in the human breast ductal cells [22]. These low expression-signals could reflect *illegitimate* (*ectopic*) expression of cell type-selective genes [23]. It could alternatively indicate abundant expression only in one specific cell type within a tissue, e.g. in small populations of glucose-sensing neurons or endocrine cells in central nervous system [24], [25] and gut [26]–[28]. Latter beta cell-like cells express glucokinase and K^+^_ATP_-dependent membrane channels; gut K-cells can even be engineered to achieve regulated insulin secretion [29]. Direct comparison of such cell populations after their purification could disclose even higher similarity to beta cells, and further limit the notion of beta cell-specificity. We therefore prefer to use the term of cell type *selectivity* rather than *specificity*, and degree of selectivity likely varies depending of the number of corresponding mRNA or protein copies/cell.

Among the conserved beta cell marker genes only 15% show a near absolute beta cell-selectivity. This gene cluster contains known beta cell markers (e.g. *IAPP*, *INS1/2*, *PCSK1*, *INSM1*, *HADH*), as well as novel ones, such as *(i) ST18*, a nuclear protein with tumor suppressor activity [22]; (*ii*) Protein phosphatase 1, regulatory (inhibitor) subunit 1A (*PPP1R1A*), known as regulator of muscle activity [30] found to be more strongly expressed in beta cells where its target protein, protein phosphatase 1, regulates insulin synthesis. PPP1R1A was shown here to associate a very high molar abundance in beta cells – as judged by quantitative LC-MS proteome analysis - to a clear beta cell-selectivity in rat pancreas which calls for further exploration of its functional role in beta cells; (*iii*) *FOSB* gene products regulate neuronal plasticity [31] but are 20-times more abundant in beta cells than in brain and *(iv) WNT4*, which was recently linked to the repressed state of canonical Wnt signaling in beta cells [32].

At least another 15% of the conserved beta cell markers are clearly shared with neurons. Beta cells are known to express neuronal traits. They make synaptic-like vesicles containing glutamate decarboxylase and produce GABA [27], [33]–[36]. Beta cell development is guided by transcription factors that also control formation of dopaminergic neurons [35], [37]–[39] e.g. NeuroD1, Nkx6-1, Foxa2, neurogenins [40]. Also, beta cell progenitors can be epigenetically reprogrammed to a neuronal phenotype by polycomb target derepression via loss of trimethylated histone H3K27 [41], possibly by shutting down activity of neuron-restrictive silencer REST [33].The presently reported beta-neuron cluster represents, to our knowledge, the most comprehensive list of neuronal genes in beta cells. A third cluster of beta cell marker genes was functionally enriched in activities of protein folding and processing in the endoplasmic reticulum. These genes were also abundant in immune and gut mucosal cells. The similarity in gene expression between gut and immune cells may be related to the presence of gastrointestinal-associated lymphoid cells, which account for 10% of all gut cells [42]. This cluster does not contain white blood cell-selective clusters of differentiation nor other immune-selective transcripts, arguing against contamination as obvious cause for expression similarity.

### The conserved beta cell biomarker panel also marks beta cells obtained in situ by laser capture microdissection

Our conserved beta cell marker genes were selected on beta cell preparations that underwent isolation and in the human beta cells also a 2–3 week in vitro culture followed by FACS-enrichment. Since cell isolation can entail a combined mechanical and hypoxic cell stress, we verified expression level of conserved beta cell marker genes in human beta cells obtained by laser capture microdissection, which presumably closely approximates in vivo expression. We cannot rule out some bias of cell isolation since we found higher mRNA levels of stress response transcription factor ATF3 [43] in isolated as compared to laser capture-beta cells; this likely reflects active ATF3 since we also found statistical enrichment of its binding sites in the conserved beta cell marker genes. Yet, overall we found that the conserved beta cell marker gene panel equally discerns laser capture and isolated beta cells from all other tissues (Fig. S2) and that the expression levels of established beta cell marker genes were equal or higher in the isolated, cultured human beta cells. While cultured beta cells indeed show statistical enrichment of genes involved in heat shock and protein folding, they also showed concerted activation of gene clusters with role in mRNA processing, translation factor activity and protein processing for secretion, reflecting their higher activity of regulated protein synthesis, which represents the beta cell's core function.

### The beta cell biomarker panel is a practical tool to monitor phenotypic adaptations of the beta cell

The beta cell acutely and chronically adapt to nutrient stimulations [8], [44]. We used the conserved beta cell marker gene panel as practical tool to see how 24 h fasting impacts on beta cell differentiated state. While genome-wide comparison showed that fasting suppresses <2% of coding genes, it affected more than 10% of the beta cell marker genes. Interestingly, no changes occurred in the cluster of beta cell selective genes nor in that of beta-neuron genes indicating that short-term fasting preserved the neuroendocrine differentiation. On the other hand, suppression was clear in the cluster of genes with a role in protein processing and synthesis, and which thus appear induced by feeding.

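There were 24 measured genes of hormones, prohormone processing and granule content. At the thresholds of the paper 3 were lower, 2 were higher and 19 did not pass. PTPRN (log2 change -1.34) and NUCB2 (-0.94) were among the lower ones. The median log2 change of the list was -0.13, or 0.06 relative to all genes (camera adjusted p = 0.126). This list passed lower with fry (adjusted p = 0.0261), which does not set it against other genes. With camera, which does, it passed lower on robust variance (0.044), and its direction turned to higher after scaling to the 75th percentile (0.745). Insulin 2 (INS2) measured 5784 ± 93.5 in fed and 5898 ± 139 in fasted rats (SD, n = 3 each), and IAPP 7050 ± 44.4 and 6672 ± 197 (SD, n = 3 each). Both lie near the highest value on any array, 7629, where a change in a very abundant transcript can be compressed. The prohormone convertase PCSK1 measured 2083 ± 118 and 1981 ± 120 on the brighter of its Table S1 probe sets (SD, n = 3 each). On the other it measured 1537 ± 167 and 1188 ± 216 (SD, n = 3 each), with a log2 change of -0.38 (unadjusted p = 0.0529 from limma). Chromogranin A (CHGA) had a log2 change of -0.51 (standard error 0.09, adjusted p = 0.176 from limma) and did not reach 1.5-fold. GAD2, which makes GABA in beta cells, had a log2 change of 0.87 (standard error 0.26, adjusted p = 0.271 from limma), and missed the threshold of unadjusted p without fed replicate 2 (0.0595) or fed replicate 3 (0.0505) and with all arrays when linear means with unequal variances were compared (0.14). Adjusted over the list alone, 6 of these genes were lower and 0 higher. None of 16 measured beta cell transcription factors passed both thresholds, with MAFA at a log2 change of -0.34, ISL1 at 0.58 and PDX1 at 0.53, and the list's median was -0.20 (camera adjusted p = 0.853). Of 22 genes of glucose sensing and membrane excitability 6 were lower and 0 higher, with a median of -0.34 (camera adjusted p = 0.0645). This list passed lower with a pseudocount (0.0394), with robust variance (0.0375) and without fed replicate 1 (0.04). The receptor of the incretin GIP, GIPR, measured 507 ± 13.3 and 249 ± 34.2 (SD, n = 3 each), and the glucagon receptor GCGR 161 ± 7.38 and 93.3 ± 17.7 (SD, n = 3 each). These were also the 2 members lower when adjusted over the list alone. Of 35 genes of vesicle exocytosis 3 were lower and 1 higher, with a median of -0.28 (camera adjusted p = 0.188).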

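Genes that build and transfer the sugar chains of secreted proteins were also lower, although not in every test. Of 27 measured genes of N-glycosylation and nucleotide sugars, 12 were lower at the thresholds of the paper, 0 were higher and 15 did not pass, with a median log2 change of -0.54, or -0.35 relative to all genes. GMPPA, a regulator of GDP-mannose synthesis, measured 229 ± 15.4 in fed and 128 ± 18.4 in fasted rats (SD, n = 3 each). GMPPA and SLC35B1 of this list were chosen by the study in Fig. 5B for their fall on these arrays, so the list is not independent evidence. Camera gave adjusted p = 1.35e-05 for this list, which was lost with an estimated correlation (adjusted p = 0.487) and with fry (0.064), and 12 members were lower when adjusted over the list alone. Of 22 genes of ER-associated degradation and unfolded protein response regulators 4 were lower and 0 higher, with a median of -0.35 (camera adjusted p = 0.0134, adjusted p = 0.487 with an estimated correlation and 0.1 with fry). The ubiquitin ligase SYVN1 measured 301 ± 72.5 and 157 ± 17.3 (SD, n = 3 each), and missed the threshold of p when linear means with unequal variances were compared. No member of this list passed when adjusted over the list alone, and its camera call ended after scaling to the 75th percentile (adjusted p = 0.213), with dim probe sets left out (0.0623), without the intensity trend (0.0503), with array weights (0.107) and without fasted replicate 3 (0.0625).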

### From conserved mRNA expression to conserved transcriptional regulators

Finally we applied the conserved beta cell marker genes to partly map the transcriptional network that maintains the specialized state of nutrient-sensing beta cells. Two entirely different but complementary searches for conserved transcription factor consensus motifs showed a substantial overlap, and clearly highlighted members of the activating transcription factor Atf/Creb family. Atf2, Atf3 and Atf4 are known regulators of beta cell function [43], [45] and their mRNA appears also abundantly expressed in these cells. Overrepresentation of binding sites for several other nutrient-regulated transcription factors (Arnt/Hif, upstream factors, Oct1, Nfat and Stra13) also fit with their previously described roles in beta cellular glucose sensing. The enrichment of Tal1 and Meis1 binding sites fits with the reported similarities between beta and immune cells since these transcription factors were mainly studied as regulator of white blood cell function. Equally surprising is the enrichment of binding sites for factors involved in muscle/heart formation (Myogenin, Myod1, Rfx1, Mrf2). Perhaps the latter is explained by the abundance of contractile intermediary filaments in beta cells as part of their secretory vesicle trafficking machinery.

In conclusion, the proposed set of conserved beta cell marker genes is a practical tool to interpret holistic changes in gene expression of rodent and human beta cells. It reveals novel beta cell selective transcripts with potential as physiological regulator. The gene set also underlines the notion that few if any genes are absolutely beta cells specific, and highlights functional similarities of the beta cells with neuronal and immune/gut cells.

## Materials and Methods

### Cell and tissue preparations

Human pancreas donor organs were procured by European hospitals affiliated with the Eurotransplant Foundation (Leiden, the Netherlands) and processed by the Beta-Cell Bank of the Center for Beta-Cell Therapy in Diabetes. Use of human cells derived from donor organs was approved by the Medical ethical committee of the Universitair Ziekenhuis Brussel (UZB), according to Belgian laws.

Rodents were housed according to the Belgian animal welfare regulations. Animal killing was kept to the strict minimum, after proper CO_2_-anesthesia. Use of animal cells and tissues was approved by the Commissie Proefdiergebruik (CPG) of the Vrije Universiteit Brussel (VUB), for a project entitled “in vitro and in vivo markers for beta cell death and function” (CPG approval ID 07-274-3).

Rat beta (92±3% insulin+) and alpha (68±9% glucagon+ with <10% insulin+) cells were FACS-purified from 10-weeks old Wistar rats as described [46]. Other rat tissues (total brain, pituitary, *M. Soleus* skeletal muscle, white adipose tissue and liver for microarray; for qPCR extended panel as shown in Table 1) were snap frozen and stored in liquid nitrogen. Mouse islets were in house isolated from C57/BL6 mice (CERJ, France); mouse tissue CEL files were obtained from Gene Expression Omnibus GSE1986. Human beta cells (55±13% insulin+ with 13±8% glucagon+ cells and 21±7% non-granulated cells) and pancreatic duct cells (85±7% CK+ with 4±1% insulin+ and 6±4% glucagon+) were FACS-sorted from 2–3 w cultured fractions [47]. We hybridized 3 different pools of 6 µg RNA obtained from 10 human organs in total: pool 1 (45% insulin+, from n = 3 donor organs), pool 2 (65% ins+, from n = 3 donor organs) and pool 3 (55% insulin+, from n = 4 donor organs). Average donor age and BMI were 47±10 yrs and 26±4, respectively. RNA pools from 13 other human tissues were provided by Finn C. Nielsen (Rigshospitalet, Copenhagen, Denmark).

### Gene chip hybridization

Total RNA was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA.) and quality-controlled by 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA), taking RIN>8. One µg RNA was used to synthesize double-stranded cDNA with the Superscript Choice system (Invitrogen Corporation, Carlsbad, CA, USA) using an oligo(dT) primer containing a T7 RNA polymerase promoter (GenSet, Paris, France) and cDNA was in vitro transcribed to synthesize biotin-labeled antisense cRNA (BioArray high yield RNA transcript labelling kit; Enzo Diagnostics, Farmingdale, NY, USA). After fragmentation at 94°C for 35 min in 40 mM Tris, 30 mM magnesium acetate, 10 mM potassium acetate, labeled cRNA was hybridized for 16 h on Affymetrix (Santa Clara, CA, USA) expression arrays. Arrays were washed and stained with phycoerythrin-streptavidin (SAPE) in Affymetrix Fluidics Station 400 and scanned in the Affymetrix GeneArray 2500 scanner. For human beta and duct cells, 3 respectively 2 independent isolates, each obtained from 3–4 non-selected donor pancreases, were hybridized on Affymetrix HG133A. Three independent isolates of rat tissues or cells were hybridized on Affymetrix RG230A. Three independent isolates of mouse islets were compared to samples from Gene Expression Omnibus GSE1986 series. CEL files of freshly isolated human islets (n = 3) and laser capture beta cells (n = 3) were obtained from reference [5], and normalized in one group with our human beta cell CEL files to array with median intensity. Raw data are publicly available through Gene Expression Omnibus (human data GSE30803).

*Gene chip data analysis* Scanned arrays were analyzed with dChip model-based expression analysis [48] after normalization to array with median intensity (default) and using background correction for mismatch hybridization. Excel software was used to calculate the relative transcript expression in beta cell preparations versus the other tissues, a ratio further referred to as ‘fold change’. Within each species, the average of all these ratios calculated for all assayed tissues is called ‘*average fold change*’ (avFC). We also calculated a ‘*beta cell rank*’ to reflect beta cell selectivity: rank 1, 2, 3,…denotes respectively that the transcript showed the highest, 2^nd^ highest, 3^rd^ highest expression in beta cells as compared to all other tissues. Selection of conserved beta cell marker genes is described in Results section. The final set of beta cell marker genes was independently validated in the Human Gene Atlas [3], a freely available data set (Gene Expression Omnibus series GSE1133) comparing duplicate hybridizations of RNA pools from 79 human primary tissues and cell types, and further supplemented by our beta and duct cell samples and previously reported CEL files of human islets [49]. dChip was also used for hierarchical clustering (correlation/centroid mode by cluster tightness) and gene ontology enrichment. Gene markers are referred to by their official gene symbol, in capitalized italic font.

### Bioinformatics enrichment analysis of cis-regulatory motifs in the promoters of beta cell marker genes

We used the whole collection of TRANSFAC matrices (442 matrices for human, 392 for mouse and 243 for rat). Using retrieve-ensembl-seq [50], promoter sequences were retrieved over 2,000 bp upstream the transcription start site, masking the coding sequences of upstream genes; in a separate file the first intron of each gene (median length = 3,845 bp) was collected. Repeats were masked in both promoter and intron sequences. *Site enrichment analysis*. Enrichment analysis was led with the program matrix-scan [7], which automatically estimates the enrichment of sites for a given motif in a given input sequence for all possible matrix weight score thresholds. The weight score indicates the similarity between a sequence and the motif, as defined as by Hertz and Stormo [51]. For each motif, matrix-scan computes the number of hits in the input sequences above each possible weight score threshold, and compares it with the number of hits expected by chance, according to the background model. The level of the over-representation is estimated with the binomial P-value [52], [53], which is converted to a significance score defined as sig = −log10 (P val). The program returns the optimal matrix score, i.e. the weight score associated to the minimal P-value. The background model was estimated from the input sequences, as a Markov model of order 1. The first-order model enables to account for dependencies between adjacent residues, which is especially important to model the general rarity of the CpG dinucleotide in vertebrate promoters. *Negative control* As negative control, we permuted randomly the columns of the TRANSFAC matrices, and applied the same procedure as with the original matrices. The main interest of that type of control is that it preserves the residue composition and the information content while removing the actual motif. As complementary approach, DiRE (http://dire.dcode.org/) was used using default settings [6].

### Validation of relative beta cell abundant mRNAs by quantitative real-time PCR using hydrolysis probes

Hydrolysis probes were obtained from Applied Biosystemes (TaqMan MGB, assays' IDs available on request) using 4 reference genes (beta-actin, *BACT;* cyclophilin A/peptidyl prolyl isomerase A, *PPIA*, ubiquitin C, *UBC* and proteasome 26S subunit, ATPase 5, *PSMC5*) for normalization along the GEOnorm principle [4].

### Validation of beta cell-selective protein expression by quantitative label-free LC-MS and immunohistochemistry

The proteomes of unfractionated rat liver, brain and FACS-purified islet alpha and beta cells were previously quantified using label-free alternate-scanning LC-MS [9]. Selected markers were in situ confirmed 10w-old male Wistar rat and/or human pancreas. Primary antibodies were rabbit anti-human PPP1R1A (1∶1000), chicken anti-human PTPRN (1∶500) and chicken anti-human HADH (1∶1000) all from Genway (San Diego, CA, USA. PPP1R1A staining worked best on paraffin sections, IA2 and HADH staining best on tissue fragments fixed for 30 min in 4% formaldehyde followed by overnight incubation in 30% sucrose prior to snap freezing in liquid nitrogen and cryosectioning. Non-specific staining was blocked with 10% donkey serum in PBS, followed by overnight incubation at 4°C with primary antibodies, 60 min with secondary antibodies and addition of bisbenzimide (Hoechst 33342, Sigma). Secondary antibodies (dylight 488 for markers, dylight 649 for insulin and glucagon) were from Jackson Immunoresearch Laboratories (West Grove, PA, USA).

### Statistical analysis

Data are presented as arithmetic or geometric means ± SD or SE of *n* independent experiments; statistics used by dChip, DiRE) and Matrix Scan outlined above or in original publications.

## Supporting Information

Figure S1 **View on exocrine contamination and its removal from our beta cell marker gene list.** Fig. S1A shows a hierarchical clustering of 526 probe sets corresponding to human genes with species-conserved relative beta cell abundant expression, including 17 exocrine contaminants (cluster marked in blue) that uniquely expressed in pancreatic samples with strongest expression in total pancreas>islets>FACS-sorted beta cells. Bar graphs in Fig. S1B highlight the individual genes in this cluster; most correspond to digestive enzymes, and are markers for exocrine acinar cells. Note that cultured, FACS-purified human beta cell preparations used in our study show minimal contamination with exocrine markers as compared to freshly isolated whole human islets. Expression signal in total pancreas and whole islets are comparable; note that this probably represents an artifact of the oligonucleotide array technique: due to probe saturation by highly abundant mRNAs, expression signal is no longer linearly related to actual mRNA concentration.
(TIF) Click here for additional data file.

Figure S2 **Beta cell marker genes discriminate beta cells from any other cell type in the body.** Fig. S2 shows a 2-dimensional principle component analysis (PCA) of the 332 species-conserved mRNAs (n = 503 probe sets) with relative beta cell abundant expression in the tissue mRNA profiles of the human GSE1133 data set, containing duplicate hybridizations of RNA pools obtained from human tissues or cells [3]. This data set was supplemented by Affymetrix hybridizations of FACS-enriched cultured human beta cells (obtained from Beta Cell Bank, Brussels, Belgium, data point 1, n = 3 hybridizations on cells from 10 donors) and freshly isolated human islets (data point 2) and laser capture microdissected human beta cells (data point 3) – the latter two preps representing n = 3 hybridizations each from one donor, and previously published by Marselli L. et al. [5] from Joslin Diabetes Center, Harvard, USA. The PCA illustrates that the conserved beta marker genes can discriminate beta cell from all other tissues in a data set independent from the one used to compile it; it also shows that the biomarkers can equally discriminate isolated and laser capture beta cells. X- and Y-axes of the PCA represent respectively the major and minor components of variation.
(TIF) Click here for additional data file.

Figure S3 **View on brain region-tropism of shared neuron-beta cell marker genes.** Bar graphs show relative mRNA expression signal (human HG133A array), in the human beta cells as compared to the indicated brain region, of 15 beta cell marker genes that are also abundantly expressed in the human brain (mean of 2–3 hybridizations). Left panel shows these data for 15 shared beta cell-neuron marker genes, while right panel shows the median ratio for a given brain region. Selected beta cell marker genes reach highest levels in globus pallidus and nucleus subthalamicus.
(TIF) Click here for additional data file.

Figure S4 **Focus on gene cluster with shared relative abundant expression in gut, hematological and beta cells as evidenced by hierarchical cluster graph from** **Figure 1** **.** Associated table shows gene symbols and names, accession number and for each species the associated avFC and rank scores. Table on left panel shows functional pathways that are statistically overrepresented in this cluster, using dChip gene ontology enrichment (p<0.05).
(TIF) Click here for additional data file.

Table S1 **332 genes with species-conserved relative abundant expression in beta cells.** Table S1 shows 419, 499 and 503 probe sets on respectively rat (RG230A, blue), mouse (MG430.20, green) and human (HG133A, red) Affymetrix microarrays. These correspond to 332 genes, since Affymetrix chips associate multiple probe sets to the same genes. In 2^nd^ column the genes belonging to cluster A (neuroendocrine), B (beta cell-selective) or C (gut/immune) of Fig. 2 are indicated. Table also shows for each species probe set IDs, Accession/Locuslink ID, average fold change and beta score ranging from minus to plus 6 in rat, 14 in human and 17 in mouse. Note: for user-friendly display and to allow direct comparison of between homologous probe sets of different species, some probe sets are shown more than once when number of probe sets per gene differs between species, so that all rows contain values and can easily be sorted.
(PDF) Click here for additional data file.

Table S2 **Statistically overrepresented functional gene ontologies in cultured versus laser capture microdissected human beta cells.** 2736 probe sets were ≥1.5 fold (LCB) up-regulated (p<0.05, n = 3) in cultured FACS-enriched versus laser capture microdissected (LCM) human beta cells. Table S2 shows the functional gene ontologies that are statistically (p<0.001) overrepresented in the cultured (blue) versus LCM (green) beta cells. For comparison corresponding mRNA expression signals in freshly isolated islets (red) and statistics versus LCM beta cells are also shown. Cultured FACS-enriched beta cells show a concerted up-regulation of the transcriptional-protein synthetic pathway, starting from mRNA splicing and processing, translational initiation and ribosomal RNA to protein folding in endoplasmic reticulum and subsequent processing through Golgi apparatus to the secretory vesicle.
(PDF) Click here for additional data file.

Table S3 **DiRE analysis of transcriptional regulators of the beta cell phenotype.** DiRE was used to retrieve transcription factor binding sites (TFBs) that are statistically overrepresented in beta cell marker genes versus random reference gene sets (±5000 genes) of the human (hg18), mouse (mm9) and rat (rn4) genomes. Score indicate statistical importance (ranging from 0 to 1). For each species, the analysis was run on the whole set of beta cell markers (all), and also separately on the 3 outstanding clusters of neuro-endocrine genes (cluster A, see Fig. 3), beta cell-selective genes (cluster B, see Fig. 2) and markers shared with immune and gut cells (cluster C, see suppl. Fig. 3) genes. Data (human analysis) are graphically presented in Fig. 6.
(PDF) Click here for additional data file.

Table S4 **Transcription factor consensus sites identified by 2 independent algorithms.** DNA consensus sites (TRANSFAC) with potential for transcription factor binding were identified by DiRE and Matrix Scan; 27 consensus sites were identified by both algorithms (ochre), 27 only by the more stringent Matrix Scan (blue), and 77 only by DiRE (yellow). Marked in bold are transcription factors with established role in beta cell development and physiology Data are graphically presented in Fig. 6.
(PDF) Click here for additional data file.

# Supplementary material for: Clusters of Conserved Beta Cell Marker Genes for Assessment of Beta Cell Phenotype
**Source:** PLoS One. 2011 Sep 2;6(9):e24134. doi: 10.1371/journal.pone.0024134
**Supplement:** Table S1 — 332 genes with species-conserved relative abundant expression in beta cells. Table S1 shows 419, 499 and 503 probe sets on respectively rat (RG230A, blue), mouse (MG430.20, green) and human (HG133A, red) Affymetrix microarrays. These correspond to 332 genes, since Affymetrix chips associate multiple probe sets to the same genes. In 2nd column the genes belonging to cluster A (neuroendocrine), B (beta cell-selective) or C (gut/immune) of Fig. 2 are indicated. Table also shows for each species probe set IDs, Accession/Locuslink ID, average fold change and beta score ranging from minus to plus 6 in rat, 14 in human and 17 in mouse. Note: for user-friendly display and to allow direct comparison of between homologous probe sets of different species, some probe sets are shown more than once when number of probe sets per gene differs between species, so that all rows contain values and can easily be sorted.

Tissue-conserved, beta cell-abundant transcripts

| symbol  | cluster<br>Fig.2 | probe set    | gene (Rat)                                                         | Accession | av<br>FC | Beta<br>score | probe set   | Accession | av<br>FC | Beta<br>score | probe set    | Accession | av FC | Beta<br>score |
|---------|------------------|--------------|--------------------------------------------------------------------|-----------|----------|---------------|-------------|-----------|----------|---------------|--------------|-----------|-------|---------------|
| AACS    | B                | 1368126_at   | acetoacetyl-CoA synthetase                                         | NM_023104 | 2.1      | 4             | 218434_s_at | NM_023928 | 1.2      | 10            | 1451116_at   | BC026817  | 4.837 | 17            |
| ACBD3   | C                | 1372552_at   | acyl-Coenzyme A binding domain containing 3                        | AI102273  | 2.05     | 6             | 202324_s_at | NM_022735 | 2.28     | 14            | 1456316_a_at | BI965035  | 2.798 | 17            |
| ACBD3   | C                | 1372552_at   | acyl-Coenzyme A binding domain containing 3                        | AI102273  | 2.05     | 6             | 202323_s_at | AI636775  | 1.7      | 14            | 1452137_at   | BB704602  | 2.283 | 13            |
| ACBD3   | C                | 1372552_at   | acyl-Coenzyme A binding domain containing 3                        | AI102273  | 2.05     | 6             | 202323_s_at | AI636775  | 1.7      | 14            | 1426635_at   | BB704602  | 1.803 | 13            |
| ACBD3   | C                | 1372552_at   | acyl-Coenzyme A binding domain containing 3                        | AI102273  | 2.05     | 6             | 202323_s_at | AI636775  | 1.7      | 14            | 1428668_at   | BI790311  | 1.591 | 15            |
| ACLY    | C                | 1367854_at   | ATP citrate lyase                                                  | NM_016987 | 2.91     | 2             | 201127_s_at | AI971281  | 2.43     | 14            | 1446315_at   | BB261367  | 6.284 | 17            |
| ACLY    | C                | 1367854_at   | ATP citrate lyase                                                  | NM_016987 | 2.91     | 2             | 201128_s_at | NM_001096 | 3.79     | 14            | 1438389_x_at | BB424434  | 2.938 | 17            |
| ACLY    | C                | 1367854_at   | ATP citrate lyase                                                  | NM_016987 | 2.91     | 2             | 210337_s_at | U18197    | 4.94     | 14            | 1439445_x_at | AV347837  | 1.746 | 13            |
| ACLY    | C                | 1367854_at   | ATP citrate lyase                                                  | NM_016987 | 2.91     | 2             | 201128_s_at | NM_001096 | 3.79     | 14            | 1451666_at   | BI456232  | 2.52  | 17            |
| ACLY    | C                | 1367854_at   | ATP citrate lyase                                                  | NM_016987 | 2.91     | 2             | 201128_s_at | NM_001096 | 3.79     | 14            | 1439459_x_at | BB276877  | 1.902 | 17            |
| ADRA2A  |                  | 1387708_at   | adrenergic receptor, alpha 2a                                      | U79031    | 2.64     | 6             | 209869_at   | AF284095  | 1.22     | 8             | 1423022_at   | NM_007417 | 2.889 | 17            |
| AGA     | C                | 1372421_at   | aspartylglucosaminidase (predicted)                                | AA943766  | 2.72     | 6             | 204332_s_at | M64073    | 1.53     | 12            | 1434665_at   | AV052058  | 3.899 | 17            |
| AGA     | C                | 1372421_at   | aspartylglucosaminidase (predicted)                                | AA943766  | 2.72     | 6             | 204333_s_at | NM_000027 | 1.67     | 14            | 1434665_at   | AV052058  | 3.899 | 17            |
| AGA     | C                | 1372421_at   | aspartylglucosaminidase (predicted)                                | AA943766  | 2.72     | 6             | 216064_s_at | W27131    | 3.12     | 14            | 1434665_at   | AV052058  | 3.899 | 17            |
| AMPD2   | C                | 1372782_a_at | similar to adenosine monophosphate deaminase 2 (isoform L)         | BE111787  | 1.88     | 4             | 212360_at   | AI916249  | 1.76     | 10            | 1438128_at   | NM_007417 | 8.87  | 17            |
| AMPD2   | C                | 1372782_a_at | similar to adenosine monophosphate deaminase 2 (isoform L)         | BE111787  | 1.88     | 4             | 212360_at   | AI916249  | 1.76     | 10            | 1438941_x_at | AV330806  | 2.884 | 15            |
| AMPD2   | C                | 1372782_a_at | similar to adenosine monophosphate deaminase 2 (isoform L)         | BE111787  | 1.88     | 4             | 212360_at   | AI916249  | 1.76     | 10            | 1426757_at   | AK004759  | 2.263 | 17            |
| AP3B2   | A                | 1376844_at   | adaptor-related protein complex 3, beta 2 subunit (predicted)      | BI298352  | 1.44     | 2             | 205678_at   | NM_004644 | 1.2      | 8             | 1451837_at   | BC024722  | 2.044 | 17            |
| AP3B2   | A                | 1376844_at   | adaptor-related protein complex 3, beta 2 subunit (predicted)      | BI298352  | 1.44     | 2             | 205678_at   | NM_004644 | 1.2      | 8             | 1426927_at   | AB030202  | 1.991 | 15            |
| AP3B2   | A                | 1376844_at   | adaptor-related protein complex 3, beta 2 subunit (predicted)      | BI298352  | 1.44     | 2             | 205678_at   | NM_004644 | 1.2      | 8             | 1445224_at   | BI134892  | 1.858 | 13            |
| AP3D1   |                  | 1375444_at   | adaptor-related protein complex 3, delta subunit (predicted)       | BF409829  | 1.6      | 6             | 210974_s_at | AF130042  | 1.21     | 10            | 1417964_at   | NM_007460 | 1.579 | 15            |
| AP3D1   |                  | 1367549_a_at | adaptor-related protein complex 3, delta subunit (predicted)       | BI282757  | 1.37     | 0             | 208710_s_at | AI424923  | 1.2      | 8             | 1417964_at   | NM_007460 | 1.579 | 15            |
| APLP1   | A                | 1371572_at   | amyloid beta (A4) precursor protein                                | BM986220  | 1.35     | -2            | 209462_at   | U48437    | 6.71     | 8             | 1435857_s_at | AI848048  | 3.641 | 15            |
| APLP1   | A                | 1371571_at   | amyloid beta (A4) precursor protein                                | BM986220  | 1.4      | 0             | 209462_at   | U48437    | 6.71     | 8             | 1416134_at   | NM_007467 | 1.909 | 15            |
| ARCN1   | C                | 1398896_at   | archain                                                            | AA892567  | 1.61     | 6             | 201176_s_at | NM_001655 | 1.75     | 14            | 1423743_at   | BC017124  | 2.415 | 15            |
| ARCN1   | C                | 1398896_at   | archain                                                            | AA892567  | 1.61     | 6             | 201176_s_at | NM_001655 | 1.75     | 14            | 1451089_a_at | BC017124  | 1.806 | 17            |
| ARCN1   | C                | 1398896_at   | archain                                                            | AA892567  | 1.61     | 6             | 201176_s_at | NM_001655 | 1.75     | 14            | 1436062_at   | BB757123  | 1.763 | 15            |
| ARF4    | C                | 1398758_at   | ADP-ribosylation factor 4                                          | NM_024151 | 2.02     | 6             | 201096_s_at | AL537042  | 1.94     | 10            | 1434074_x_at | BB754834  | 3.116 | 17            |
| ARF4    | C                | 1398758_at   | ADP-ribosylation factor 4                                          | NM_024151 | 2.02     | 6             | 201097_s_at | NM_001660 | 1.69     | 12            | 1434074_x_at | BB754834  | 3.116 | 17            |
| ARFIP1  | C                | 1369026_at   | ADP-ribosylation factor interacting protein 1                      | NM_021763 | 2.2      | 6             | 218230_at   | AL044651  | 1.86     | 14            | 1454916_s_at | AV087417  | 1.733 | 15            |
| ARFIP1  | C                | 1369026_at   | ADP-ribosylation factor interacting protein 1                      | NM_021763 | 2.2      | 6             | 214483_s_at | AF124489  | 1.5      | 12            | 1454916_s_at | AV087417  | 1.733 | 15            |
| ARHGAP1 | C                | 1393113_at   | Rho GTPase activating protein 1 (predicted)                        | AA957578  | 1.88     | 4             | 202117_at   | BG468434  | 1.51     | 10            | 1458118_at   | AV233159  | 2.512 | 17            |
| CD164   | C                | 1386886_at   | CD164 antigen                                                      | NM_031812 | 2.35     | 6             | 208654_s_at | BF669455  | 2.26     | 14            | 1416440_at   | NM_016898 | 1.794 | 17            |
| ARHGEF9 |                  | 1377216_at   | Cdc42 guanine nucleotide exchange factor (GEF) 9                   | BI295997  | 1.77     | 0             | 203263_s_at | AI625739  | 1.49     | 10            | 1436577_at   | BB380620  | 3.924 | 17            |
| ARHGEF9 |                  | 1377216_at   | Cdc42 guanine nucleotide exchange factor (GEF) 9                   | BI295997  | 1.77     | 0             | 203263_s_at | AI625739  | 1.49     | 10            | 1436258_at   | BE651574  | 3.665 | 15            |
| ARMCX2  |                  | 1373156_at   | armadillo repeat containing, X-linked 2                            | AI385330  | 4.91     | 4             | 203404_at   | NM_014782 | 2.05     | 14            | 1456739_x_at | BB392869  | 3.011 | 15            |
| ARMCX2  |                  | 1373156_at   | armadillo repeat containing, X-linked 2                            | AI385330  | 4.91     | 4             | 203404_at   | NM_014782 | 2.05     | 14            | 1437849_x_at | BB443695  | 2.746 | 15            |
| ARMCX2  |                  | 1373156_at   | armadillo repeat containing, X-linked 2                            | AI385330  | 4.91     | 4             | 203404_at   | NM_014782 | 2.05     | 14            | 1415780_a_at | NM_026139 | 1.953 | 13            |
| ARMCX3  | A                | 1373958_at   | armadillo repeat containing, X-linked 3 (similar to ALEX3 protein) | AA943149  | 1.82     | 6             | 217858_s_at | NM_016607 | 1.29     | 10            | 1424373_at   | AK004598  | 3.482 | 17            |
| ARMET   | C                | 1372352_at   | arginine-rich, mutated in early stage tumors (predicted)           | AI170666  | 3.46     | 6             | 202655_at   | NM_006010 | 1.89     | 14            | 1428112_at   | AK014338  | 1.999 | 17            |
| ASAH1   | C                | 1369077_at   | N-acylsphingosine amidohydrolase 1                                 | NM_053407 | 2.61     | 6             | 210980_s_at | U47674    | 1.61     | 8             | 1416735_at   | NM_019734 | 2.675 | 17            |
| ASAH1   | C                | 1374770_at   | N-acylsphingosine amidohydrolase 1                                 | AA800062  | 2.22     | 6             | 213702_x_at | AI934569  | 1.56     | 10            | 1416735_at   | NM_019734 | 2.675 | 17            |
| ATF2    | C                | 1369472_a_at | activating transcription factor 2                                  | NM_031018 | 1.98     | 6             | 212984_at   | BE786164  | 2.13     | 12            | 1452116_s_at | BM119623  | 1.691 | 15            |
| ATF3    | B                | 1369268_at   | activating transcription factor 3                                  | NM_012912 | 7.46     | 4             | 202672_s_at | NM_001674 | 9.16     | 10            | 1449363_at   | BC019946  | 11.24 | 17            |

|        |   |            |                                                                   |           |      |    |             |           |      |    |              |           |       |    |
|--------|---|------------|-------------------------------------------------------------------|-----------|------|----|-------------|-----------|------|----|--------------|-----------|-------|----|
| WDR6   | C | 1373399_at | WD repeat domain 6 (predicted)                                    | BI291997  | 2.82 | 4  | 217734_s_at | NM_018031 | 1.62 | 10 | 1455940_x_at | BB453609  | 2.105 | 17 |
| WFS1   |   | 1387356_at | Wolfram syndrome 1                                                | NM_031823 | 3.45 | 6  | 202908_at   | NM_006005 | 2.27 | 14 | 1448411_at   | NM_011716 | 4.078 | 17 |
| WFS1   |   | 1368839_at | Wolfram syndrome 1                                                | NM_031823 | 3    | 6  | 202908_at   | NM_006005 | 2.27 | 14 | 1448411_at   | NM_011716 | 4.078 | 17 |
| WNT4   | B | 1368641_at | wingless-related MMTV integration site 4                          | NM_053402 | 7.47 | 4  | 208606_s_at | NM_030761 | 15.1 | 14 | 1450782_at   | NM_009523 | 3.741 | 15 |
| YWHAQ  | C | 1370168_at | tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation pr | BF281342  | 1.72 | -2 | 200693_at   | NM_006826 | 1.75 | 10 | 1437608_x_at | BB414446  | 3.509 | 17 |
| YWHAQ  | C | 1387862_at | tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation pr | BF281342  | 1.58 | -2 | 212426_s_at | BF033313  | 1.95 | 10 | 1445341_at   | BG074147  | 1.971 | 15 |
| ZNF451 | C | 1389047_at | Zinc finger protein 451                                           | AI009167  | 2.17 | 4  | 212557_at   | AB011148  | 1.42 | 10 | 1456415_at   | BI083675  | 2.433 | 17 |
| ZNF451 | C | 1389047_at | Zinc finger protein 451                                           | AI009167  | 2.17 | 4  | 212557_at   | AB011148  | 1.42 | 10 | 1456350_at   | BI174076  | 1.683 | 15 |

**Islet-abundant and , in rat tissue data set, islet endocrine non-beta (alpha cell) -enriched**

| symbol   | probe set    | gene (Rat)                                                          | Accession | av FC | FCeta sco | probe set   | Accession | av FC | FCeta sco | probe set    | Accession | av FC | FCeta sco |
|----------|--------------|---------------------------------------------------------------------|-----------|-------|-----------|-------------|-----------|-------|-----------|--------------|-----------|-------|-----------|
| ANXA4    | 1368908_at   | annexin A4                                                          | NM_024155 | 1.45  | 4         | 201301_s_at | BC000182  | 3.74  | 10        | 1421223_a_at | NM_013471 | 1.689 | 9         |
| ANXA4    | 1389305_at   | annexin A4                                                          | BM385237  | 1.34  | 2         | 201302_at   | NM_001153 | 3.69  | 8         | 1421223_a_at | NM_013471 | 1.689 | 9         |
| ALCAM    | 1370043_at   | activated leukocyte cell adhesion molecule                          | NM_031753 | 1.55  | -2        | 201951_at   | BF242905  | 9.6   | 14        | 1426301_at   | U95030    | 2.038 | 15        |
| ALCAM    | 1375263_at   | Activated leukocyte cell adhesion molecule                          | BI296498  | 1.41  | 4         | 201952_at   | AA156721  | 5.39  | 14        | 1426301_at   | U95030    | 2.038 | 15        |
| ABCC8    | 1369632_a_at | ATP-binding cassette, sub-family C (CFTR/MRP), member 8             | AB052294  | 2.69  | 4         | 210246_s_at | AF087138  | 22.3  | 14        | 1457066_at   | BF466569  | 9.954 | 17        |
| ABCC8    | 1369632_a_at | ATP-binding cassette, sub-family C (CFTR/MRP), member 8             | AB052294  | 2.69  | 4         | 210246_s_at | AF087138  | 22.3  | 14        | 1455765_a_at | BB515948  | 3.333 | 17        |
| BTG3     | 1368072_at   | B-cell translocation gene 3                                         | NM_019290 | 5.1   | 4         | 213134_x_at | AI765445  | 6.48  | 14        | 1449007_at   | NM_009770 | 2.914 | 17        |
| BTG3     | 1368072_at   | B-cell translocation gene 3                                         | NM_019290 | 5.1   | 4         | 205548_s_at | NM_006806 | 5.44  | 14        | 1449007_at   | NM_009770 | 2.914 | 17        |
| BCLAF1   | 1373868_at   | BCL2-associated transcription factor 1 (predicted)                  | AI717547  | 1.8   | 4         | 214499_s_at | AF249273  | 2.05  | 8         | 1438089_a_at | BE853331  | 3.675 | 17        |
| BCLAF1   | 1373868_at   | BCL2-associated transcription factor 1 (predicted)                  | AI717547  | 1.8   | 4         | 201083_s_at | AA740754  | 1.79  | 12        | 1438089_a_at | BE853331  | 3.675 | 17        |
| BCLAF1   | 1373868_at   | BCL2-associated transcription factor 1 (predicted)                  | AI717547  | 1.8   | 4         | 201084_s_at | NM_014739 | 1.43  | 12        | 1438089_a_at | BE853331  | 3.675 | 17        |
| MTHFD2   | 1372808_at   | Bifunctional methylenetetrahydrofolate dehydrogenase/cyclohydrolase | AW251324  | 2.75  | 4         | 201761_at   | NM_006636 | 2.44  | 10        | 1419254_at   | BG076333  | 2.997 | 17        |
| MTHFD2   | 1372808_at   | Bifunctional methylenetetrahydrofolate dehydrogenase/cyclohydrolase | AW251324  | 2.75  | 4         | 201761_at   | NM_006636 | 2.44  | 10        | 1419253_at   | BG076333  | 2.726 | 17        |
| MTHFD2   | 1372808_at   | Bifunctional methylenetetrahydrofolate dehydrogenase/cyclohydrolase | AW251324  | 2.75  | 4         | 201761_at   | NM_006636 | 2.44  | 10        | 1436704_x_at | AV215673  | 1.748 | 13        |
| CDH1     | 1386947_at   | cadherin 1                                                          | NM_031334 | 8.43  | 4         | 201131_s_at | NM_004360 | 9.41  | 8         | 1448261_at   | NM_009864 | 1.876 | 13        |
| CDH1     | 1386947_at   | cadherin 1                                                          | NM_031334 | 8.43  | 4         | 201130_s_at | L08599    | 5     | 12        | 1448261_at   | NM_009864 | 1.876 | 13        |
| CPD      | 1369215_a_at | carboxypeptidase D                                                  | NM_012836 | 1.4   | 4         | 201942_s_at | D85390    | 4.1   | 12        | 1418018_at   | NM_007754 | 3.633 | 17        |
| CPD      | 1369215_a_at | carboxypeptidase D                                                  | NM_012836 | 1.4   | 4         | 201940_at   | AA897514  | 4.05  | 14        | 1418018_at   | NM_007754 | 3.633 | 17        |
| CPD      | 1369215_a_at | carboxypeptidase D                                                  | NM_012836 | 1.4   | 4         | 201941_at   | BE349147  | 3.88  | 14        | 1418018_at   | NM_007754 | 3.633 | 17        |
| CPD      | 1369215_a_at | carboxypeptidase D                                                  | NM_012836 | 1.4   | 4         | 201943_s_at | NM_001304 | 4.61  | 14        | 1447392_s_at | BB710395  | 2.409 | 15        |
| CBX6     | 1374703_at   | Chromobox homolog 6                                                 | BI304209  | 1.48  | 0         | 202047_s_at | AI458128  | 2.33  | 10        | 1424407_s_at | BC019942  | 1.524 | 7         |
| CBX6     | 1375307_at   | chromobox homolog 6 (predicted)                                     | BI275772  | 1.62  | 0         | 202048_s_at | NM_014292 | 1.74  | 10        | 1424407_s_at | BC019942  | 1.524 | 7         |
| CHGB     | 1368034_at   | chromogranin B                                                      | NM_012526 | 13.9  | 2         | 204260_at   | NM_001819 | 31.8  | 14        | 1415885_at   | NM_007694 | 10.9  | 17        |
| DAP      | 1369941_at   | death-associated protein                                            | NM_022526 | 2.15  | 2         | 201095_at   | NM_004394 | 2.85  | 14        | 1451112_s_at | BC024876  | 1.964 | 15        |
| DPP6     | 1376183_at   | Dipeptidylpeptidase 6                                               | AI101484  | 3.21  | 0         | 207789_s_at | NM_001936 | 2.94  | 10        | 1439748_at   | AV328546  | 5.194 | 17        |
| DPP6     | 1369390_a_at | dipeptidylpeptidase 6                                               | NM_022850 | 2.57  | 2         | 207789_s_at | NM_001936 | 2.94  | 10        | 1439748_at   | AV328546  | 5.194 | 17        |
| DUSP8    | 1372385_at   | dual specificity phosphatase 8 (predicted)                          | AA957292  | 1.26  | 4         | 206374_at   | NM_004420 | 1.42  | 8         | 1418714_at   | NM_008748 | 2.079 | 13        |
| DYRK3    | 1383649_a_at | Dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 3    | BI291080  | 1.92  | 2         | 210151_s_at | AF186773  | 1.42  | 12        | 1424229_at   | BC006704  | 2.015 | 15        |
| EGR1     | 1368321_at   | early growth response 1                                             | NM_012551 | 4.86  | 4         | 201694_s_at | NM_001964 | 4.72  | 14        | 1417065_at   | NM_007913 | 4.923 | 17        |
| EGR1     | 1368321_at   | early growth response 1                                             | NM_012551 | 4.86  | 4         | 201693_s_at | AV733950  | 2.23  | 14        | 1417065_at   | NM_007913 | 4.923 | 17        |
| EPM2AIP1 | 1372568_at   | EPM2A (laforin) interacting protein 1 (predicted)                   | AI411270  | 1.73  | 4         | 202909_at   | NM_014805 | 1.58  | 10        | 1434106_at   | AV340515  | 4.85  | 17        |
| EPM2AIP1 | 1372568_at   | EPM2A (laforin) interacting protein 1 (predicted)                   | AI411270  | 1.73  | 4         | 202909_at   | NM_014805 | 1.58  | 10        | 1425624_at   | BC018474  | 4.455 | 15        |
| EPM2AIP1 | 1389100_at   | EPM2A (laforin) interacting protein 1 (predicted)                   | BF409831  | 2.76  | 4         | 202909_at   | NM_014805 | 1.58  | 10        | 1454835_at   | AV340515  | 1.908 | 15        |
| EPM2AIP1 | 1372568_at   | EPM2A (laforin) interacting protein 1 (predicted)                   | AI411270  | 1.73  | 4         | 202909_at   | NM_014805 | 1.58  | 10        | 1434105_at   | AV340515  | 1.766 | 13        |
| GCG      | 1369888_at   | glucagon                                                            | NM_012707 | 39.6  | 4         | 206422_at   | NM_002054 | 60    | 14        | 1425952_a_at | AF276754  | 47.58 | 17        |
| GNAS     | 1387906_a_at | GNAS complex locus                                                  | AF107845  | 8.34  | 2         | 217057_s_at | AF107846  | 26.1  | 14        | 1443007_at   | AW545941  | 1.858 | 13        |
| GNAS     | 1387906_a_at | GNAS complex locus                                                  | AF107845  | 8.34  | 2         | 214157_at   | AA401492  | 14.9  | 14        | 1427789_s_at | AI561892  | 4.001 | 17        |

|         |            |                                        |           |      |   |             |           |      |    |              |           |       |    |
|---------|------------|----------------------------------------|-----------|------|---|-------------|-----------|------|----|--------------|-----------|-------|----|
| ZDHHC14 | 1372989_at | Zinc finger, DHHC domain containing 14 | BI296586  | 1.39 | 2 | 219247_s_at | NM_024630 | 1.24 | 12 | 1438151_x_at | BB544336  | 11.38 | 17 |
| ZDHHC14 | 1372989_at | Zinc finger, DHHC domain containing 14 | BI296586  | 1.39 | 2 | 219247_s_at | NM_024630 | 1.24 | 12 | 1437614_x_at | AV223474  | 1.705 | 15 |
| SST     | 1367762_at | somatostatin                           | NM_012659 | 17.1 | 4 | 213921_at   | NM_001048 | 57.4 | 14 | 1417954_at   | NM_009215 | 22.47 | 17 |

**Islet-abundant and , in human tissue data set, pancreatic duct cell-enriched as compared to beta cell fraction**

| symbol | probe set  | gene (Rat)                                                    | Accession | av FC | beta scor | probe set   | Accession | av FC | beta scor | probe set    | Accession | av FC | beta scor |
|--------|------------|---------------------------------------------------------------|-----------|-------|-----------|-------------|-----------|-------|-----------|--------------|-----------|-------|-----------|
| BACE2  | 1377390_at | beta-site APP-cleaving enzyme 2                               | BG381587  | 1.74  | 4         | 217867_x_at | NM_012105 | 1.74  | 8         | 1435581_at   | BE947462  | 7.756 | 17        |
| BACE2  | 1377390_at | beta-site APP-cleaving enzyme 2                               | BG381587  | 1.74  | 4         | 217867_x_at | NM_012105 | 1.74  | 8         | 1437846_x_at | BB348062  | 7.746 | 17        |
| BACE2  | 1377390_at | beta-site APP-cleaving enzyme 2                               | BG381587  | 1.74  | 4         | 217867_x_at | NM_012105 | 1.74  | 8         | 1416673_at   | NM_019517 | 5.473 | 17        |
| BACE2  | 1377390_at | beta-site APP-cleaving enzyme 2                               | BG381587  | 1.74  | 4         | 217867_x_at | NM_012105 | 1.74  | 8         | 1438645_x_at | BB558905  | 3.612 | 15        |
| CXCL1  | 1387316_at | chemokine (C-X-C motif) ligand 1                              | NM_030845 | 6.38  | 6         | 204470_at   | NM_001511 | 2.7   | 8         | 1457644_s_at | BB554288  | 14.79 | 17        |
| CXCL1  | 1387316_at | chemokine (C-X-C motif) ligand 1                              | NM_030845 | 6.38  | 6         | 204470_at   | NM_001511 | 2.7   | 8         | 1441855_x_at | BB554288  | 11.86 | 17        |
| CXCL1  | 1387316_at | chemokine (C-X-C motif) ligand 1                              | NM_030845 | 6.38  | 6         | 204470_at   | NM_001511 | 2.7   | 8         | 1419209_at   | NM_008176 | 5.93  | 17        |
| DUSP1  | 1368147_at | dual specificity phosphatase 1                                | BE110108  | 1.84  | 4         | 201044_x_at | AA530892  | 3.09  | 10        | 1448830_at   | NM_013642 | 3.849 | 17        |
| DUSP1  | 1368146_at | dual specificity phosphatase 1                                | BE110108  | 1.77  | 4         | 201041_s_at | NM_004417 | 2.16  | 10        | 1448830_at   | NM_013642 | 3.849 | 17        |
| KLF6   | 1387060_at | Kruppel-like factor 6 (core promoter element binding protein) | NM_031642 | 5.62  | 6         | 208961_s_at | AB017493  | 3.47  | 10        | 1418280_at   | NM_011803 | 1.794 | 15        |
| KLF6   | 1388986_at | Kruppel-like factor 6 (Core promoter element binding protein) | AI598339  | 3.76  | 4         | 208961_s_at | AB017493  | 3.47  | 10        | 1433508_at   | AV025472  | 1.903 | 13        |
| RIPK4  | 1389648_at | Receptor-interacting serine-threonine kinase 4 (predicted)    | AI170382  | 3.17  | 4         | 221215_s_at | NM_020639 | 1.8   | 10        | 1418488_s_at | AF302127  | 3.269 | 17        |
| RIPK4  | 1389648_at | Receptor-interacting serine-threonine kinase 4 (predicted)    | AI170382  | 3.17  | 4         | 221215_s_at | NM_020639 | 1.8   | 10        | 1418487_at   | AF302127  | 2.111 | 11        |

# Supplementary material for: Clusters of Conserved Beta Cell Marker Genes for Assessment of Beta Cell Phenotype
**Source:** PLoS One. 2011 Sep 2;6(9):e24134. doi: 10.1371/journal.pone.0024134
**Supplement:** Table S2 — Statistically overrepresented functional gene ontologies in cultured versus laser capture microdissected human beta cells. 2736 probe sets were ≥1.5 fold (LCB) up-regulated (p<0.05, n = 3) in cultured FACS-enriched versus laser capture microdissected (LCM) human beta cells. Table S2 shows the functional gene ontologies that are statistically (p<0.001) overrepresented in the cultured (blue) versus LCM (green) beta cells. For comparison corresponding mRNA expression signals in freshly isolated islets (red) and statistics versus LCM beta cells are also shown. Cultured FACS-enriched beta cells show a concerted up-regulation of the transcriptional-protein synthetic pathway, starting from mRNA splicing and processing, translational initiation and ribosomal RNA to protein folding in endoplasmic reticulum and subsequent processing through Golgi apparatus to the secretory vesicle.

**27 Gene Ontology 'cytosolic large ribosomal subunit (sensu Eukaryota)' genes in 2122 annotated genes (genome-wide: 60/11929, p-value: 0.000019) \*\*\*\*\***

**28 Gene Ontology 'cytosolic small ribosomal subunit (sensu Eukaryota)' genes in 2122 annotated genes (genome-wide: 47/11929, p-value: 0.000000) \*\*\*\*\***

**32 Gene Ontology 'ER to Golgi vesicle-mediated transport' genes in 2122 annotated genes (genome-wide: 73/11929, p-value: 0.000006) \*\*\*\*\***

**11 Gene Ontology 'heterogeneous nuclear ribonucleoprotein complex' genes in 2122 annotated genes (genome-wide: 18/11929, p-value: 0.000493) \*\*\*\***

**53 Gene Ontology 'intracellular protein transport' genes in 2122 annotated genes (genome-wide: 164/11929, p-value: 0.000041) \*\*\*\*\***

**16 Gene Ontology 'mitochondrial respiratory chain complex I' genes in 2122 annotated genes (genome-wide: 34/11929, p-value: 0.000541) \*\*\*\***

**171 Gene Ontology 'mitochondrion' genes in 2122 annotated genes (genome-wide: 659/11929, p-value: 0.000001) \*\*\*\*\***

**19 Gene Ontology 'nuclear mRNA splicing, via spliceosome' genes in 2122 annotated genes (genome-wide: 42/11929, p-value: 0.000281) \*\*\*\***

**7 Gene Ontology 'pentose-phosphate shunt' genes in 2122 annotated genes (genome-wide: 7/11929, p-value: 0.000311) \*\*\*\***

**65 Gene Ontology 'RNA splicing' genes in 2122 annotated genes (genome-wide: 183/11929, p-value: 0.000000) \*\*\*\*\***

**56 Gene Ontology 'small GTPase mediated signal transduction' genes in 2122 annotated genes (genome-wide: 178/11929, p-value: 0.000051) \*\*\*\*\***

**7 Gene Ontology 'sphingolipid metabolic process' genes in 2122 annotated genes (genome-wide: 8/11929, p-value: 0.000680) \*\*\*\***

**26 Gene Ontology 'translation initiation factor activity' genes in 2122 annotated genes (genome-wide: 60/11929, p-value: 0.000048) \*\*\*\*\***

**39 Gene Ontology 'unfolded protein binding' genes in 2122 annotated genes (genome-wide: 102/11929, p-value: 0.000013) \*\*\*\*\***

**48 Gene Ontology 'anti-apoptosis' genes in 2122 annotated genes (genome-wide: 141/11929, p-value: 0.000027) \*\*\*\*\***

# Supplementary material for: Clusters of Conserved Beta Cell Marker Genes for Assessment of Beta Cell Phenotype
**Source:** PLoS One. 2011 Sep 2;6(9):e24134. doi: 10.1371/journal.pone.0024134
**Supplement:** Table S3 — DiRE analysis of transcriptional regulators of the beta cell phenotype. DiRE was used to retrieve transcription factor binding sites (TFBs) that are statistically overrepresented in beta cell marker genes versus random reference gene sets (±5000 genes) of the human (hg18), mouse (mm9) and rat (rn4) genomes. Score indicate statistical importance (ranging from 0 to 1). For each species, the analysis was run on the whole set of beta cell markers (all), and also separately on the 3 outstanding clusters of neuro-endocrine genes (cluster A, see Fig. 3), beta cell-selective genes (cluster B, see Fig. 2) and markers shared with immune and gut cells (cluster C, see suppl. Fig. 3) genes. Data (human analysis) are graphically presented in Fig. 6.

Table S3:TFB consensus site enrichment using DiRE algorithm on all conserved beta cell marker genes and individual clusters

## Legend

Cluster A neuron-beta  
Cluster B beta-specific  
Cluster C beta-hemato-gut

# Supplementary material for: Clusters of Conserved Beta Cell Marker Genes for Assessment of Beta Cell Phenotype
**Source:** PLoS One. 2011 Sep 2;6(9):e24134. doi: 10.1371/journal.pone.0024134
**Supplement:** Table S4 — Transcription factor consensus sites identified by 2 independent algorithms. DNA consensus sites (TRANSFAC) with potential for transcription factor binding were identified by DiRE and Matrix Scan; 27 consensus sites were identified by both algorithms (ochre), 27 only by the more stringent Matrix Scan (blue), and 77 only by DiRE (yellow). Marked in bold are transcription factors with established role in beta cell development and physiology Data are graphically presented in Fig. 6.

Table S4: transcription factor consensus sites overrepresented in the conserved beta cell marker genes

How the deposited data were processed for this re-analysis (not part of the article)

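Beta cells purified by FACS from rats fed freely or fasted for 24 h were compared, with 3 isolates per group, each from 5 rats. The isolates are described by the authors as independent. The authors made the deposited intensities with dChip's model-based expression analysis, after normalization to the array with median intensity and with background correction by mismatch hybridization. The version of dChip and detection calls are not given in the sources used here. The values are linear, with no log and no centring of probe sets. The paper names the array RG230A for its rat samples, while the deposited table holds 31042 probe sets besides 57 controls. The raw scans were not used here, so another background correction was not tried.

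From these intensities, 57 control probe sets were left out of the tests, values below the 10th percentile (3.27) were raised to it, and log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the intensity trend), 2 groups, no block, two-sided, with Benjamini-Hochberg adjustment over 31042 probe sets. The thresholds of the paper (1.5-fold, unadjusted p of 0.05) were applied to this fit. A log2 change of a dim probe set is understated by the floor. Of the probe sets, 20826 carried 1 gene symbol, 436 several and 9780 none in the platform annotation, and only the first were named, which gave 14217 genes. Of these probe sets, 20758 matched the current rat gene table (assembly GRCr8) by gene number, and 0 symbols changed. No coordinates were used. Means and SDs are those of the linear intensities.

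Marker genes and their clusters came from Table S1, of which 353 rat probe sets of 278 genes were held here, 350 of them in the deposited table and 3 not analysed here. A gene with a cluster letter in some rows and a blank in others (4 genes) took the letter. A marker gene counted as lower if any of its Table S1 probe sets passed, and the brightest alone was tried after the data were examined. Because the table was held in part, only counts and medians were computed on it. Of Fig. 5B, 40 entries were matched to Table S1 by accession and 1 (BTG2) by symbol, taking its brighter probe set. Where an accession had more than 1 probe set (SFRS10), the first in Table S1 was taken.

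In advance, 30 gene lists and 11 lists of cell type markers were fixed. They were tested with limma's camera (preset correlation 0.01) on 1 probe set per gene, adjusted within each family, and with an estimated correlation and fry as alternatives. The genes named in the text were set by a rule that was also fixed in advance. It takes the 15 genes with the largest fall and the 15 with the largest rise among non-overlapping probe sets brighter than the median probe set past 1.5-fold, at unadjusted p under 0.05 since none passed the adjusted one. It also takes every gene of Fig. 5B (whose folds had been seen) and of Table 1, every gene the results name for the clusters, and the 4 members of each list with the largest moderated t. The text gives a part of these, and 1 gene is not reported here. Exceptions are said where they occur.

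The alternatives were Welch's test on linear values with the ratio of means as fold, the form of comparison nearest to dChip's, a filter that keeps the probe sets brighter than the median one, a floor at the 25th percentile (7.53), a pseudocount equal to the floor, quantile normalization, scaling to the 75th percentile, no intensity trend, robust variance, array weights, the replicate number as a block, leaving out each replicate, and the mean of all probe sets of a gene. The fit was tested on simulated data with the real intensities and spread for 31042 probe sets, fed against fasted. Of 100 probe sets changed 1.5-fold, 57% were recovered at p under 0.05 and 0% after adjustment, and of 100 changed 3-fold, 94% and 19%. Of the unchanged ones, 5.39% had p under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No scan dates were used, so a scan batch was not tested.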

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

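Gene lists outside the ER and secretory pathways that the paper reports for fasting are given here because camera placed them apart from other genes at an adjusted p under 0.05. Each of these calls was lost with an estimated correlation between genes (adjusted p = 0.491 for the tricarboxylic acid cycle, 0.574 for the cell cycle and 0.487 for the other lists). Fry asks whether the genes of a list move one way, not whether they differ from other genes. Among these lists it passed the respiratory chain alone (adjusted p = 0.0261). The median change is set against -0.19 for all genes. The share test of fasted replicate 1 against the other replicates, the reading of acinar markers by intensity, and the counts of other splits for the ER lists and for the markers were chosen after the results were seen.

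The respiratory chain and ATP synthase had a median log2 change of -0.18 (camera adjusted p = 6.59e-06), with 4 of 48 genes lower at the thresholds of the paper and 46 of 48 negative. Its median lay close to that of all genes, while its mean, -0.25, and the test pointed lower. NDUFA4 measured 979 ± 56.6 in fed and 608 ± 66.3 in fasted rats and COX7B 1594 ± 130 and 1092 ± 85.7 (SD, n = 3 each). The tricarboxylic acid cycle had a median of -0.29 (adjusted p = 0.0134), with OGDH at -1.40. Its fall was largest on fasted replicate 1. The arrays lay at 0.19, 0.10 and 0.22 for fed and -0.30, -0.03 and -0.03 for fasted rats. The proteasome had a median of -0.32 (adjusted p = 5.71e-05), with PSMD14 at -0.76. Its arrays lay at 0.17, 0.12 and 0.21 for fed and -0.34, -0.02 and -0.06 for fasted rats, lowest on fasted replicate 1. With each array left out in turn its camera call was kept (adjusted p up to 0.00804). Splicing factors had a median of -0.17 (adjusted p = 0.0151, with a mean of -0.33 on the side of the test), with SRSF1 at -0.78. These calls ended after scaling to the 75th percentile, where the respiratory chain had adjusted p = 0.689, the tricarboxylic acid cycle 0.326, the proteasome 0.088 and splicing factors 0.43, and the medians of the respiratory chain and splicing factors were both 0.07. The call of the tricarboxylic acid cycle also ended with dim probe sets left out (0.0507), without the intensity trend (0.0623), with array weights (0.179) and without fasted replicate 3 (0.0915), and that of splicing factors in these settings (0.0623, 0.0956, 0.107 and 0.104), after quantile normalization (0.0742) and without fed replicate 2 (0.17). Immediate early and isolation stress genes had a median of -0.36 (adjusted p = 0.0498), with EGR1 from 2567 ± 148 to 1786 ± 72.1 (SD, n = 3 each) and NR4A2 at -1.07. That call ended without fed replicate 2 (adjusted p = 0.233), fasted replicate 2 (0.0535) or fasted replicate 3 (0.197), and with all arrays it was kept by camera only with a pseudocount, quantile normalization, robust variance and the replicate block, the other settings of the fit giving 0.0656 to 0.213. Cell cycle genes had a median of -0.64 (adjusted p = 0.0269), with MCM3 at -1.66 and TOP2A at -1.40, but were dim, with a median fed intensity of 41.5, and the arrays did not separate clearly, at 0.76, 0.03 and 0.35 for fed and -0.49, -0.43 and 0.00 for fasted rats. Without fed replicate 1 the median was -0.28 and the call ended (adjusted p = 0.135). It also ended with dim probe sets left out (0.151), a comparison of linear means with unequal variances (0.127), a floor at the 25th percentile (0.0653), and without fasted replicate 2 (0.0881) or 3 (0.0696). With that floor MCM3 was at -0.50 (unadjusted p = 0.209 from limma), and MCM3 and TOP2A missed the threshold of p when linear means were compared (0.137 and 0.0609).

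Other lists stood above the median of all genes. Whether they rose depends on whether the general fall is one of signal, which was not settled. Cytosolic ribosomal proteins had a median of 0.10 (adjusted p = 2.24e-07), with 0 of 42 past the thresholds. Cholesterol synthesis had a median of 0.00 (adjusted p = 0.00591), 0 of 20 past the thresholds and 2 higher when adjusted over the list alone, MSMO1 from 869 ± 75 to 1299 ± 24 and CYP51 from 423 ± 16.5 to 588 ± 43.4 (SD, n = 3 each). Without fasted replicate 3 that call ended (adjusted p = 0.0915) and the median was -0.08. Autophagy and lysosome had a median of 0.01 (adjusted p = 0.0324), with CTSL and LAMP2 both at 0.30, and ATF4 targets had 0.07 (adjusted p = 0.0353), with 2 lower, 2 higher and 19 that did not pass. Of the 4 ATF4 targets with the smallest unadjusted p only EIF4EBP1 was positive, at 0.83, and it missed the threshold of p when linear means were compared (0.0933), while SLC7A11 was at -1.17, ALDH18A1 at -0.41 and ATF3 at -0.36, both short of 1.5-fold. The call of autophagy ended without fed replicate 2 (0.17), fasted replicate 2 (0.0769) or fasted replicate 3 (0.0509), without the intensity trend (0.0623) and with the mean of all probe sets of a gene (0.0929), where CTSL was at 0.09. That of ATF4 targets ended without fed replicate 2 (0.145) or fasted replicate 3 (0.116), when linear means were compared (0.0813), without the intensity trend (0.0566), with array weights (0.113) and with the replicate number as a block (0.0615).

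More probe sets were lower than higher after fasting, 78% of those at the thresholds of the paper. Fasted replicate 1 alone was not the source, since without it the share was 75.8%, inside the range of 73.1% to 79% reached by leaving out each other array, although it missed the limit of 80% set beforehand, which lay above the share of all arrays. RNA degradation in the fasted samples was not seen, as the mean log2 ratio of 3' over 5' control probe sets (beta-actin and GAPDH) differed by 0.06. Lower signal left by the authors' normalization remains a candidate explanation, since the share was 54.2% after quantile normalization, a step that would also remove a real general fall. The hybridization controls differed by -0.18 between the groups, close to the -0.20 of all probe sets, but array by array they did not follow the signal, with deviations of 0.28, -0.01 and 0.00 on the fed and 0.04, -0.11 and -0.22 on the fasted arrays, and they settle nothing. The 6 arrays give 10 splits into 3 and 3, too few for a share under 0.05. The real split had 2616 probe sets in 1 direction and the highest other 1570.

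Genes of the ER and of ER to Golgi transport were lower after fasting, with a median log2 change of -0.53 over 117 genes, 115 of them negative. The general shift in signal did not account for all of it, as the median was -0.40 after quantile normalization, -0.36 with fasted replicate 1 also left out and -0.29 after scaling to the 75th percentile, nor did fasted replicate 1 alone, as it was -0.47 without that array. Fewer acinar cells in the fasted samples were not excluded by the arrays. The cells were sorted by FACS, which the paper states separates beta cells from exocrine cells, and it gives a very low exocrine contamination for its rat cells, which argues against this explanation but was not measured in these isolates. The median of 26 acinar markers was -0.08, and 20 of the 26 had a lower fasted mean. However, 19 of the markers were brighter than any ER gene that passed the thresholds (3065). The 4 with an intensity from 1000 to 3065 had a median of -0.22 and ranged from -0.82 to 0.09. On acinar markers only fasted replicate 1, at -0.27, lay below the arrays of fed rats. A response to fasting stays a hypothesis. The 10 splits are again too few, with a median of 0.53 in size for the real split and 0.33 for the highest other. For the markers the real split had 56 probe sets in 1 direction and the highest other 7.

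Fasted replicate 1 stood apart from the other arrays, with rank correlations of 0.83 to 0.90. Its mean 3' over 5' log2 ratio was 0.78 against 0.41 to 0.62 on the other 5, which is above their range by less than that range, so that partial RNA degradation cannot be told apart from the spread of the arrays. RNA of another cell type was not seen, since the highest median of a cell type list over the mean of the other arrays was 0.15, for duct cells. No biological explanation was tested for a single array.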

How the results depend on the processing

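With 3 arrays per group, the scaling between arrays, the treatment of dim probe sets near background and single arrays limit the counts. The added settings, quantile normalization combined with a filter or without a fasted array, the brightest probe set of a marker gene, and a minimum difference of means, were chosen after the data were examined. The cause of a change was not tested unless it is named. Genes past p under 0.05 had 1084 values under the alternatives. Of these, 1029 kept direction and side of this threshold of p, 55 lost it and 0 reversed. The threshold of fold was not part of this count, so a gene that fell short of it could still count as kept. Of 285 values of lists that passed, 212 kept direction and side of the threshold of adjusted p, 73 lost it and 0 reversed. The ER chaperone, translocon and ER to Golgi lists were lost in 1 alternative, an estimated correlation (adjusted p = 0.487 for each), under which 0 of the 11 lower and 4 higher lists passed.

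Welch's test on linear values gave 1625 probe sets lower and 269 higher at the thresholds of the paper. With dim probe sets left out there were 379 higher, 113 lower and 11 higher at an adjusted p under 0.05, where fewer tests share the adjustment, and 6 lists lower. A floor at the 25th percentile gave 419 higher and 1 higher at the adjusted p. A pseudocount gave 75 and 8 at the adjusted p and 5 genes of cluster B, and robust variance 80, 8 and 5. Quantile normalization gave 1495 lower and 1263 higher. Scaling to the 75th percentile gave 1326 lower and 1426 higher, 26 marker probe sets, 85 and 57 at least 1.25-fold lower without and with the p, 4 genes of cluster A, 7 of cluster C and 5 lists lower. Without the intensity trend 7 lists were lower and 2 higher. Array weights, whose estimation stopped before it converged and gave fasted replicate 2 a weight of 11.85 against 0.21 and 0.33 for the other fasted arrays, gave 6956 lower and 2469 higher, 7518 and 2455 at the adjusted p, 6 genes of cluster B and 7 lists lower. Fry passed 5 lists lower, the ER chaperones, translocon, ER to Golgi transport, respiratory chain and hormones, and 0 higher. Leaving out 1 array gave 1448 to 5562 probe sets lower and 472 to 1536 higher, 44 to 90 marker probe sets lower, 5 to 11 genes of cluster A, 2 to 7 of cluster B, 6 to 11 lists lower and 1 to 5 higher, and 0 at the adjusted p. Fasted replicate 3 gave the highest counts of probe sets when left out. The replicate numbers did not pair the arrays, with correlations of -0.02, 0.10 and -0.08 between the deviations of same-numbered arrays, and not every array correlated best with its own number. With the replicate number as a block 2046 were lower and 644 higher.

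Added settings gave 990 lower, 747 higher, 70 and 27 at the adjusted p, 97 marker probe sets at least 1.25-fold lower and 14 genes of cluster C for quantile normalization with dim probe sets left out. Quantile normalization without fasted replicate 1 gave 1072 lower and 897 higher, 22 marker probe sets, 79 and 62 at least 1.25-fold lower, and 3, 1 and 8 genes of clusters A, B and C. Without fasted replicate 3 it gave 2806 lower and 2777 higher and 5 genes of cluster B. With the brightest probe set of a marker gene alone, 7, 2 and 20 genes of clusters A, B and C were lower. The minimum difference of means with Welch's test gave 428 and 27.

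By camera's or fry's direction, no list that had passed changed sign, but the medians of some did. Those of the respiratory chain and splicing factors were both 0.07 after scaling to the 75th percentile, and those of autophagy and cholesterol synthesis were -0.01 and -0.08 without fasted replicate 3. The median of cholesterol synthesis, 0.00, also went slightly below it without fed replicate 2 (-0.01) or fasted replicate 2 (-0.03), and that of ATF4 targets was -0.01 with the mean of all probe sets. The lists whose direction turned had not passed. Beta cell transcription factors turned with Welch's test (adjusted p = 0.912), a floor at the 25th percentile (0.867), array weights (0.486) and fry (0.227), alpha cell markers with dim probe sets left out (0.95), no trend (0.954), array weights (0.983) and the mean of all probe sets (0.893), and beta cell markers with array weights (0.983) and fry (0.871). Acinar markers turned with a pseudocount (0.922), quantile normalization (0.892), robust variance (0.929), the replicate block (0.813) and fry (0.871). Hormones turned after scaling to the 75th percentile (0.745), where the log2 change of IAPP was 0.16 and that of PCSK1 0.17, the latter being 0.01 after quantile normalization. With each array left out in turn, adjusted p ran from 0.505 to 0.9 for beta cell transcription factors, 0.324 to 0.938 for alpha cell markers and 0.498 to 0.895 for acinar markers. Of these values, the direction turned at 0.566 and 0.9, at 0.324 and 0.833, and at 0.556 to 0.895.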

Differences from the paper's values

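The paper gives 452 transcripts past 1.5-fold and p under 0.05, and 3353 probe sets passed here at these thresholds. The paper's count of lower ones is 430 and that here 2616. The paper's share of all transcripts is 1.5% and that here 10.8%. None of the alternatives set before the data were examined brought these within 1.5 times of the paper's values, and their totals ran from 1894 to 9425. Of 6 criteria tried after seeing the values, 1 came close to the paper's counts. Welch's test with a fold of 1.5 and a minimum difference of the means of 50, which was chosen after seeing the values and drops 4 of the 41 entries of Fig. 5B, gave 428 lower and 27 higher (94.1% lower, 1.47% of those tested) and 40 marker probe sets lower.

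The paper gives 4 genes down-regulated in the beta cell selective cluster, and 2 were lower here. The comparison is partial, since 43 of the paper's 48 genes of that cluster were measured here. The count was 3 with dim probe sets left out and without fed replicate 2, 5 with a pseudocount and with robust variance, and 6 with array weights, all within 1.5 times of the paper's, and it was 2 under the other alternatives set before the data were examined except for 7 without fasted replicate 3. Of the settings chosen after seeing the values, quantile normalization without fasted replicate 3 gave 5, also within 1.5 times, without fasted replicate 1 it gave 1, and the others gave 2. The paper gives 1 gene in the cluster shared with neural cells, and 8 were lower here. Under the alternatives set before the data were examined it was between 4 and 11, and quantile normalization without fasted replicate 1, chosen after seeing the values, gave 3, so none came within 1.5 times. Counting the genes of Fig. 5B by the letters of Table S1 gives 4 in cluster A, 2 in cluster B, 21 in cluster C and 12 without a letter.

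The discussion states that no changes occurred in the beta cell selective or beta-neuron clusters. Here DCX of cluster A had a log2 change of -1.16 and SLC35B1 of cluster B -0.95, while most genes of both clusters, 34 of 42 and 40 of 43, did not pass. Of 41 entries of Fig. 5B, 38 had a ratio of group means here within 0.05 of the printed fold, and the largest difference was 0.2, for BTG2. That depends on the probe set taken, since the ratio was 1.87 on the other Table S1 probe set of BTG2 and 1.55 on that of SFRS10, both within 0.05 of the printed fold.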

Other observations

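Of 28 measured genes of fatty acid oxidation 2 were higher and 1 lower at the thresholds of the paper. ACAA2, a thiolase of mitochondrial beta-oxidation, measured 161 ± 5.75 in fed and 268 ± 13 in fasted rats on its brightest probe set, while CPT2, which releases acyl-CoA in the mitochondrion, measured 183 ± 13.7 and 114 ± 4.74 (SD, n = 3 each). With the mean of all its probe sets, ACAA2 had a log2 change of 0.28 and did not pass (unadjusted p = 0.325 from limma). The list's median log2 change was -0.05 (camera adjusted p = 0.155). Of 16 clock genes 3 were lower and 1 higher. PER1 had 38.2 ± 2.65 and 12.9 ± 4.36, NR1D1 242 ± 22.9 and 118 ± 29.2, and DBP 22.1 ± 2.28 and 44.9 ± 11.7 (SD, n = 3 each), with a list median of -0.34 (adjusted p = 0.521). DBP missed the threshold of p when linear means with unequal variances were compared. The hour at which the isolates were taken is not given in the sources used here.

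The remaining lists did not pass camera's test. Their median log2 changes were -0.12 for aminoacyl-tRNA synthetases (adjusted p = 0.618), -0.11 for translation factors (0.804), -0.34 for glycolysis (0.155), -0.11 for fatty acid synthesis (0.593), -0.24 for FOXO targets and fasting genes (0.939), -0.05 for glucocorticoid-induced genes (0.287), -0.21 for cytosolic and mitochondrial heat shock proteins (0.804) and -0.00 for interferon response (0.35). Of the paper's 4 qPCR reference genes 1 was among those tested, at -0.56 (0.287). The control probe sets of beta-actin, another of them, were left out of the tests. No list of cell type markers passed. Their medians were 0.01 for alpha cells (0.947), -0.02 for delta cells (0.947), -0.21 for pancreatic polypeptide cells (0.947), -0.08 for acinar cells (0.947), 0.13 for duct cells (0.397, with KRT19 from 53 ± 5.71 to 85.7 ± 4.72, SD, n = 3 each), -0.07 for endothelial cells (0.815), -0.33 for fibroblasts and stellate cells (0.947), 0.01 for leukocytes (0.71), -0.39 for erythroid cells (0.947), 0.34 for Schwann cells and neurons (0.815) and 0.02 for beta cells (0.941). Fed replicate 2 stood above the mean of the arrays on markers of alpha cells (0.55), delta cells (0.45), pancreatic polypeptide cells (0.50) and leukocytes (0.39), where the other arrays lay between -0.30 and 0.16, and without it the median of the alpha cell markers was 0.27 and their direction turned to higher (0.324).

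Camera compares moderated statistics and not medians. Its direction was lower for translation factors, hormones, the respiratory chain, splicing factors and alpha cells although their medians lay above that of all genes. It was higher for beta cell transcription factors, pancreatic polypeptide cells and fibroblasts although theirs did not.

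Transcripts of digestive enzymes gave high intensities in the sorted cells of both groups. Trypsinogen PRSS1 measured 6297 ± 50.9 in fed and 6449 ± 186 in fasted rats and the carboxypeptidase CPB1 6844 ± 312 and 7008 ± 375 (SD, n = 3 each), and the median over the acinar markers of fed rats was 3766. PRSS1 and CPB1 lie near the highest value on any array, 7629, where a very abundant transcript can be compressed. For exocrine genes on its human arrays the paper calls probe saturation a probable artifact. Its qPCR gives a far lower level of the acinar gene CTRB1 in rat beta cells than in pancreas. The intensities therefore do not measure the share of acinar cells. Both PRSS1 and CPB1 were named after their values had been seen.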
